# Life‐long impairment of glucose homeostasis upon prenatal exposure to psychostimulants

**DOI:** 10.15252/embj.2018100882

**Published:** 2019-11-21

**Authors:** Solomiia Korchynska, Maria Krassnitzer, Katarzyna Malenczyk, Rashmi B Prasad, Evgenii O Tretiakov, Sabah Rehman, Valentina Cinquina, Victoria Gernedl, Matthias Farlik, Julian Petersen, Sophia Hannes, Julia Schachenhofer, Sonali N Reisinger, Alice Zambon, Olof Asplund, Isabella Artner, Erik Keimpema, Gert Lubec, Jan Mulder, Christoph Bock, Daniela D Pollak, Roman A Romanov, Christian Pifl, Leif Groop, Tomas GM Hökfelt, Tibor Harkany

**Keywords:** diabetes, gender, serotonin, susceptibility, β cell, Neuroscience

## Abstract

Maternal drug abuse during pregnancy is a rapidly escalating societal problem. Psychostimulants, including amphetamine, cocaine, and methamphetamine, are amongst the illicit drugs most commonly consumed by pregnant women. Neuropharmacology concepts posit that psychostimulants affect monoamine signaling in the nervous system by their affinities to neurotransmitter reuptake and vesicular transporters to heighten neurotransmitter availability extracellularly. Exacerbated dopamine signaling is particularly considered as a key determinant of psychostimulant action. Much less is known about possible adverse effects of these drugs on peripheral organs, and if *in utero* exposure induces lifelong pathologies. Here, we addressed this question by combining human RNA‐seq data with cellular and mouse models of neuroendocrine development. We show that episodic maternal exposure to psychostimulants during pregnancy coincident with the intrauterine specification of pancreatic β cells permanently impairs their ability of insulin production, leading to glucose intolerance in adult female but not male offspring. We link psychostimulant action specifically to serotonin signaling and implicate the sex‐specific epigenetic reprogramming of serotonin‐related gene regulatory networks upstream from the transcription factor *Pet1/Fev* as determinants of reduced insulin production.

## Introduction

The misuse of psychostimulants is a major socioeconomic burden, affecting up to 50 million people worldwide (Oliere *et al*, 2013). Population analyses show that 5.4% of pregnant females aged between 15 and 44 years abuse illicit drugs, highlighting fetal exposures as a significant public concern (Substance Abuse and Mental Health Services Administration, 2014). Amphetamine, cocaine, and methamphetamine are the most commonly consumed psychostimulants with their peripheral effects mimicking the activation of the sympathetic nervous system: increased heart rate and blood pressure, decreased digestion, and mobilization of glucose reserves (Favrod‐Coune & Broers, 2010). Their mechanism of action centers on molecular interference with monoamine reuptake transporters (i.e., reversal of substrate flow) (Howell & Negus, 2014; Ross *et al*, 2015) and/or inhibition of monoamine oxidases. Consequently, extracellular concentrations of dopamine (DA), norepinephrine (NE), and serotonin (5‐HT) surge, which prolongs their action on respective receptor systems (Kitanaka *et al*, 2006; Ross *et al*, 2015; Liu *et al*, 2016).

Amphetamine, cocaine, and methamphetamine can cross the placenta to directly affect the developing fetus (Thompson *et al*, 2009). Given their potent action on brain function and development (Ross *et al*, 2015), the bulk of available literature focuses on psychostimulant effects on the behavior and cognition of affected offspring (Middaugh, 1989; Diaz *et al*, 2014; Volkow & Morales, 2015; Martin *et al*, 2016). Even though a link between prenatal psychostimulant exposure and an increased risk for the offspring to develop type 2 diabetes has been noted and associated with maternal malnutrition (Vaiserman, 2015), data on the psychostimulant‐induced priming of glucose metabolism to render affected offspring glucose intolerant are lacking. This is unexpected because endocrine cells of the pancreas are programmed during embryonic and early postnatal periods and, consequently, only commence hormone secretion postnatally (Murtaugh, 2007). Thus, disrupted cellular turnover and inter‐ or intracellular signaling for terminal differentiation during intrauterine development carries the risk of lifelong impairments of bodily energy homeostasis.

DA, NE, and 5‐HT signaling regulate secretory functions of the endocrine pancreas. DA and its precursor L‐dopa inhibit glucose‐stimulated insulin secretion (Ustione & Piston, 2012). NE released from innervating sympathetic nerves shapes islet architecture and inhibits insulin but promotes glucagon release (Sorenson *et al*, 1979; Borden *et al*, 2013). 5‐HT is proposed to function as a paracrine signal stimulating β cell proliferation and insulin release, while inhibiting glucagon secretion (Paulmann *et al*, 2009; Kim *et al*, 2010; Almaca *et al*, 2016). 5‐HT action on β cells converges on *Pet1* (alternative name: *Fev*), an E‐twenty‐six (ETS) transcription factor that, in analogy to being a “master transcriptional regulator” of 5‐HT programs in neurons (Bonnin & Levitt, 2011), induces insulin (*Ins1/2*) expression in a mechanism downstream from, e.g., 5‐HT1A (*Htr1a*) receptors (Ohta *et al*, 2011). Therefore, we hypothesized that fetal β cell programming by monoamines, particularly 5‐HT, can be susceptible to maternal psychostimulant abuse with adverse effects enduring into the adulthood of affected offspring.

Here, we interrogated data from RNA‐seq of the fetal human pancreas with support from single‐cell RNA‐seq of human α and β cells to show a molecularly complete (cell‐autonomous) metabolic loop for 5‐HT but neither DA nor NE signaling. Accordingly, β cells express both SLC18A2 and SLC6A4 (SERT) but not SLC6A3/SLC6A2, highlighting preferential 5‐HT transport as a critical molecular substrate for psychostimulant action *in utero*. 5‐HT signaling and uptake operate in both fetal and adult pancreata of mice and are impaired by psychostimulants. We provide evidence that psychostimulants acutely reshape β cell excitability in a fashion that is sensitive to competition by escitalopram, a selective SERT inhibitor. We then find that 5‐HT uptake primes protein serotonylation in a β cell model *in vitro*, which is eliminated by psychostimulants, e.g., amphetamine. Subsequently, a lifelong reduction of 5‐HT‐driven *Pet1*/*Fev* expression is identified, which correlates with that of insulin and 5‐HT in pancreatic β cells prenatally exposed to psychostimulants. These molecular changes are sufficient to compromise glucose homeostasis for life with female offspring in experimental models being more susceptible to developing pre‐diabetic glucose intolerance by adulthood than males. However, it is neither *Pet1*/*Fev* not *Ins1/2* itself but their upstream 5‐HT‐sensitive gene regulatory networks that undergo lifelong epigenetic reprogramming in the prenatally psychostimulant‐exposed pancreas. In sum, these data uncover key molecular determinants of permanent pancreas dysfunction in offspring from mothers with a history of drug abuse during pregnancy.

## Results

### Monoamine signaling in the human fetal pancreas

Given that the widely accepted mechanism of action for psychostimulants is interference with both intracellular vesicular transport and cell‐surface reuptake systems tuning monoamine levels extracellularly (Ross *et al*, 2015), we first profiled molecular constituents of 5‐HT, DA, and NE signaling in fetal human pancreata (Fig 1). These data showed mRNA expression for 5‐HT receptors (HTR1B, HTR2A/B/C, HTR3E), the 5‐HT reuptake transporter SLC6A4 (SERT), and tryptophan hydroxylases (particularly TPH1; Fig 1A). During mid‐to‐late 1^st^ trimester of pregnancy, the fetal human pancreas also expresses adrenergic receptors (ADRA2A/2B, ADRA3B), dopamine‐β‐hydroxylase (DBH), and more infrequently SLC6A2 (NET), mediating NE reuptake (Fig 1C). Notably, neither dopamine receptors nor SLC6A3 (DAT) are expressed even if tyrosine hydroxylase (TH) is detected at varying levels (Fig 1D). Expression of SLC18A2, encoding the vesicular monoamine transporter (VMAT2), supports efficient monoamine release (Fig 1B). These data suggest that the fetal pancreas can produce and release monoamines, in an order of 5‐HT ~ NE > DA, with DA signaling being an unlikely target for psychostimulants given the lack of SLC6A3 expression. However, this analysis lacks resolution to differentiate between exocrine and endocrine components.

**Figure 1:**
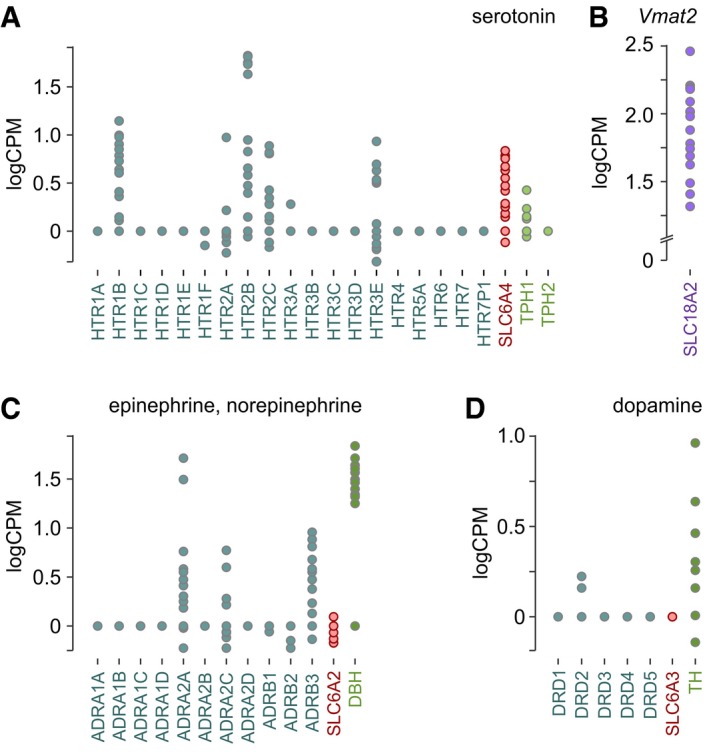
Monoamine signaling in human fetal pancreas A–DRNA‐seq of fetal pancreata during gestational weeks 7–14 revealed the presence (or lack) of molecular determinants for serotonin (A), epinephrine/norepinephrine (C), and dopamine (D) signaling. Expression of the vesicular monoamine transporter (SLC18A2; *Vmat2*), which is non‐selective for monoamines, was plotted separately (B). Data were expressed as log counts per million mapped reads (logCPM).

Therefore, we processed single‐cell RNA‐seq matrices of dissociated human α and β cells (Segerstolpe *et al*, 2016), which showed β cells to express the 5‐HT receptors HTR1F and HTR2B, SLC6A4, and TPH2 (Fig EV1A). A similar pattern of expression for 5‐HT signaling was also seen in human α cells (Fig EV1B). Human β cells also express a variety of adrenergic receptors (ADRA1B, ADRA2A, ADRB1, ADRB2), infrequently DBH but lack SLC6A2 (Fig EV1A1). Human α cells express ADRB1 and ADRB2 receptors abundantly, DBH infrequently with SLC6A2 expression being absent (Fig EV1B1). For DA signaling, β cells express the biosynthesis enzyme tyrosine hydroxylase (TH) but lack both SLC6A3 and receptors (Fig EV1A2). In contrast, α cells express DRD1 and DRD4 receptors but neither TH nor SLC6A3 (Fig EV1B2). Expression of SLC18A2 (VMAT2) supports efficient monoamine release from both β and α cells (Fig EV1A3 and B3). These data are congruent with our fetal tissue profiling and suggest that pancreatic β and α cells harbor the capacity of both cell‐autonomous and bidirectional paracrine 5‐HT signaling (Almaca *et al*, 2016). In addition, both cell types can sense extracellular NE and utilize unidirectional β‐to‐α cell communication by DA. Considering that β cells express a functional 5‐HT signaling cassette, and 5‐HT signaling was previously linked to β cell proliferation and insulin and glucagon secretion (Paulmann *et al*, 2009; Kim *et al*, 2010; Almaca *et al*, 2016), we addressed the organization of 5‐HT signaling in the endocrine pancreas of developing mice. Given the presence of SLC6A4 but not SLC6A2/SLC6A3 in β cells, this was followed by interrogating psychostimulant‐induced modifications to 5‐HT signaling.

**Figure EV1:**
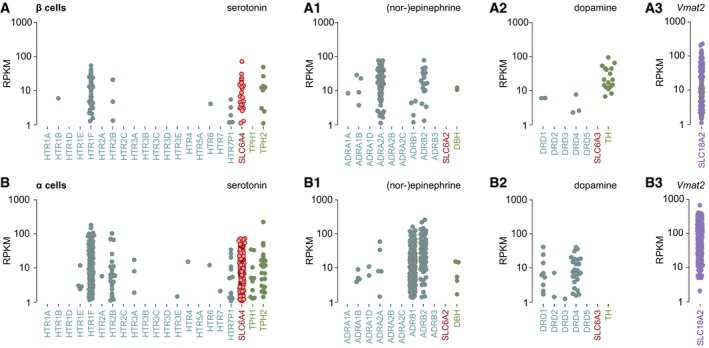
Single‐cell RNA‐seq‐based reconstruction of monoamine signaling in human pancreatic β cells A, BSingle‐cell RNA‐seq analysis of β (A‐A_3_) and α cells (B‐B_3_) from healthy (*n* = 6) and type 2 diabetic (*n* = 4) donors revealed the presence (or lack) of molecular determinants for serotonin, epinephrine/norepinephrine, and dopamine signaling. Note particular differences in serotonin transporter (SLC6A4), tryptophan hydroxylase (TPH2), and tyrosine hydroxylase (TH) expression between β and α cells. Expression of the vesicular monoamine transporter (VMAT2), which is non‐selective for monoamines, was plotted separately (A_3_, B_3_). Data were expressed as log_2_ reads per kilobase of transcript per million mapped reads (RPKM). Data were re‐processed from an open‐source database (Segerstolpe *et al*, 2016).

### 5‐HT signaling in developing mouse pancreas

To gain insights into the organization of 5‐HT signaling in the endocrine pancreas, we histochemically sampled mouse tissues at embryonic day (E)14.5 (which corresponds to the start of the secondary transition that generates endocrine lineages (Mastracci & Sussel, 2012)), birth (P0), and adulthood. 5‐HT was not detected and other markers were lowly expressed at E14.5. Therefore, we have focused on neonatal (P0) and 6‐week time points. All molecular determinants of 5‐HT signaling showed a preference toward expression in insulin‐positive(^+^) β cells (Fig 2A–J1), including TPH2 (Fig 2A and B1), 5‐HT (Fig 2C and D2), SERT (Fig 2E and F1), 5‐HT receptor 1F (5‐HTR_1F_; Fig 2G and H1), and 5‐HTR_1A_ (Fig 2I and J1). The expression of TPH2 and SERT, which were stably seen in β cells, was also confirmed by qPCR (Appendix Fig S1A). Even though we tested a number of anti‐VMAT2 antibodies, none of these produced reliable immunohistochemical signals, which corroborate the reported lack of VMAT2 expression in laboratory rodents (Schafer *et al*, 2013). These data are compatible with the notion that 5‐HT signaling is a critical factor for pancreas development (Ohta *et al*, 2011) and show that 5‐HTR_1F_ and 5‐HTR_1A_ can support 5‐HT signaling in mice (Almaca *et al*, 2016).

**Figure 2:**
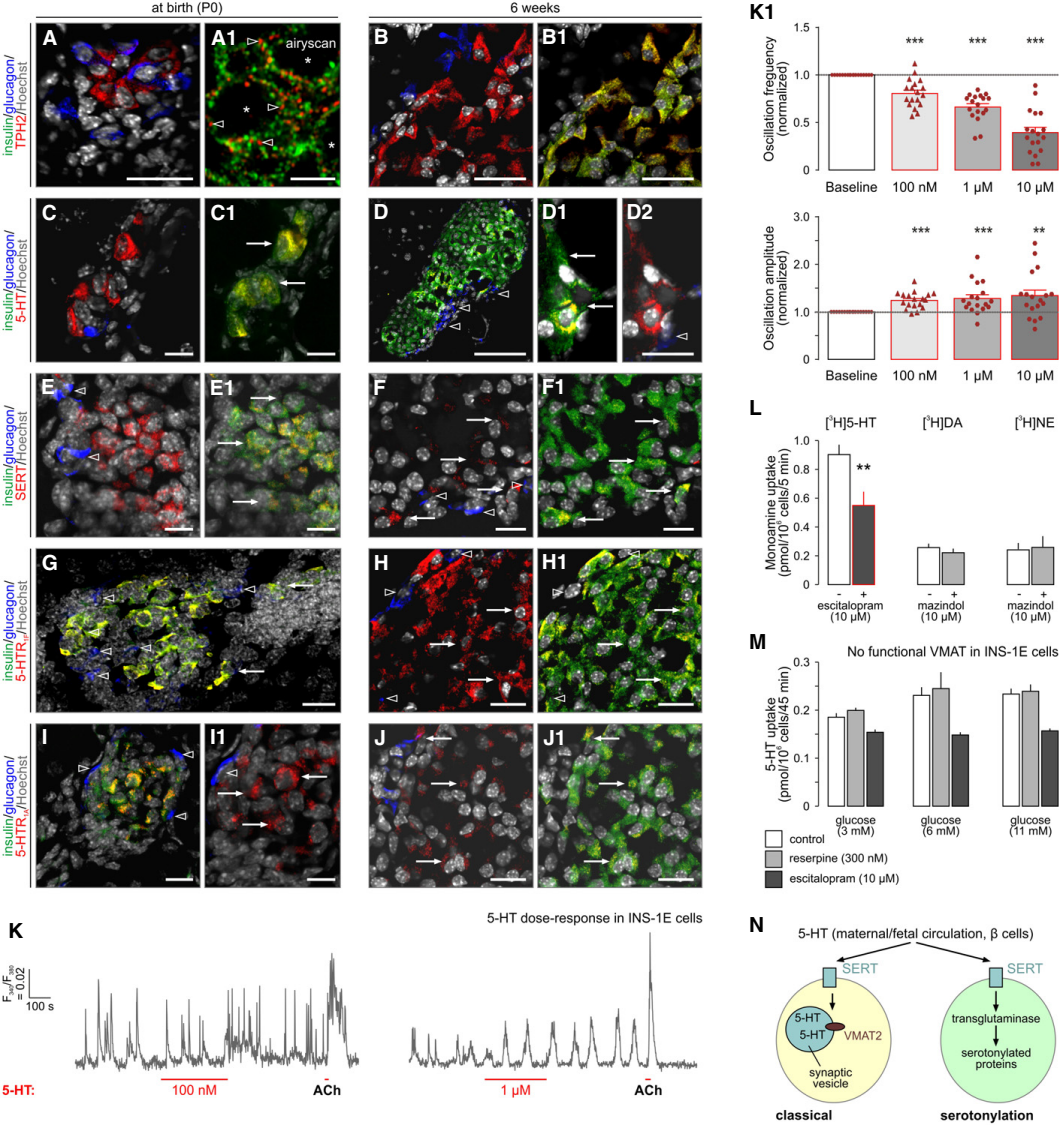
Serotonin signaling during development of the endocrine pancreas in mouse A–JAll markers are shown at birth (P0) and at 6 weeks of age: (A‐B1) tryptophan hydroxylase 2 (TPH2), (C‐D2) serotonin (5‐HT), (E‐F1) serotonin reuptake transporter (SERT), (G‐H1) 5‐HT receptor 1F subtype (5‐HT1F), and (I‐J1) 5‐HT1A. Note that all histochemical marks localized to β cells with only sporadic expression, if any, in α cells. 5‐HT was mostly absent in E14.5 pancreata therefore earlier developmental stages are not shown. “*Airyscan*” (A1) identifies the lack of false‐positive co‐localization between TPH2 and insulin at superresolution. Open arrowheads indicate the lack of co‐localization between select markers. Solid arrows pinpoint cellular sites of co‐existence for pairs of histochemical marks. Asterisks label the positions of nuclei (A1). Representative images are shown from *n* ≥ 3 pancreata/age group. Hoechst 33342 was used as a nuclear counterstain (pseudo‐colored in gray). *Scale bars* = 80 μm (D), 20 μm (A–B1,F–J1), 10 μm (C–E1), and 1 μm (A1).KRepresentative Ca^2+^ signals upon exposure of INS‐1E cells pre‐loaded with Fura2‐AM to 5‐HT at the concentrations indicated. Drugs were superfused acutely as shown. Acetylcholine (ACh, 5 μM) served as positive control. (K1) Quantitative analysis of Ca^2+^ responses in INS‐1E cells to incrementing concentrations of 5‐HT. Data on the frequency (*upper*) and amplitude (*lower*) of Ca^2+^ transients are shown (normalized to baseline).MTritiated monoamine uptake in INS‐1E cells and its sensitivity to selective SERT and DAT/NET inhibitors.N5‐HT uptake in INS‐1E cells in the presence of increasing extracellular glucose concentrations. Reserpine was used to inhibit VMAT2.OSchema outlining intracellular signaling and metabolic cascades in fetal β cells for the use of 5‐HT taken up through SERT engagement. “Classical” refers to a neuron‐like/adult‐like scenario with 5‐HT directly loaded into release vesicles by VMAT2 (or a hypothetical alternative transport mechanism).Data information: Data in (K1–M) were expressed as means ± SEM. Red symbols in K1 mark individual observations, that is, biological replicates. ***P < 0.001, **P < 0.01 (pair‐wise comparisons after one‐way ANOVA).

Next, we used INS‐1E cells, an *in vitro* model of insulin secretion (Asfari *et al*, 1992; Malenczyk *et al*, 2013), to test their responses to 5‐HT by Ca^2+^ imaging particularly since Ca^2+^ peaks are considered reliable indicators of glucose‐induced β cell excitability (Bergsten *et al*, 1994; Fridlyand *et al*, 2010). In 11 mM glucose, INS‐1E cells were spontaneously active (i.e., they release insulin through regulated exocytosis; Malenczyk *et al*, 2017; Fig 2K). 5‐HT in the 100 nM‐to‐1 μM range induced a dose‐dependent reduction of the frequency of Ca^2+^ oscillations (Fig 2K1). At the same time, the amplitude of Ca^2+^ oscillations significantly increased (Fig 2K1). These data show that INS‐1E cells respond to 5‐HT bath‐applied acutely and suggest that subthreshold and fast Ca^2+^ events appear as high‐amplitude oscillations by Fura2‐AM‐based Ca^2+^ imaging.

We then asked whether INS‐1E cells could also respond to DA and NE. By using ^3^H‐labeled monoamines, we find considerable 5‐HT but neither DA nor NE uptake (Fig 2L). [^3^H]5‐HT uptake was significantly inhibited by escitalopram, confirming SERT involvement (Fig 2L). Notably, the level of SERT activity in INS‐1E cells was a magnitude lower than seen in serotonergic neurons in brain (Ohta *et al*, 2011). Subsequently, we showed that 5‐HT uptake lacks a reserpine‐sensitive component, confirming that VMAT2 is unlikely to play a role in this uptake mechanism (Fig 2M). These data thus highlight the preferential use of 5‐HT by β cell‐like cells and corroborate our and others’ (Schafer *et al*, 2013) data on the absence of VMAT2 in rodent β cells. Thus, we suggest a role for 5‐HT upon SERT‐mediated uptake as an intracellular precursor rather than a transmitter directly co‐partitioned with insulin into release granules (Fig 2N).

### Psychostimulants induce inward currents upon SERT engagement and inhibit Ca^2+^ signaling

The presence of a molecularly intact 5‐HT signaling loop in β cells together with their 5‐HT sensitivity suggests that β cells could be equally sensitive to illicit psychostimulants whose mechanism of action centers on SERT inactivation by phosphorylation and sequestration (Ramamoorthy & Blakely, 1999) and even reversal of its electrogenic transport (Shi *et al*, 2008; Robertson *et al*, 2009; Sitte & Freissmuth, 2015). Psychostimulants were previously shown to induce inward currents in neurons and cultured cell lines (Hilber *et al*, 2005), which could be explained by increased intracellular Na^+^ co‐transported by SERT (Robertson *et al*, 2009). To confirm this hypothesis, we recorded psychoactive drug effects in HEK293 cells stably expressing the human SERT (HEK293‐SERT) clamped to a holding potential of −70 mV (Fig 3A). Amphetamine (25 μM), cocaine (10 μM), and methamphetamine (5 μM) induced significant inward currents, which appeared with considerable time‐lag for amphetamine and cocaine and were escitalopram (10 μM)‐sensitive (Fig 3A). Escitalopram alone did not affect the membrane potential of HEK293‐SERT cells (Fig 3A1).

**Figure 3:**
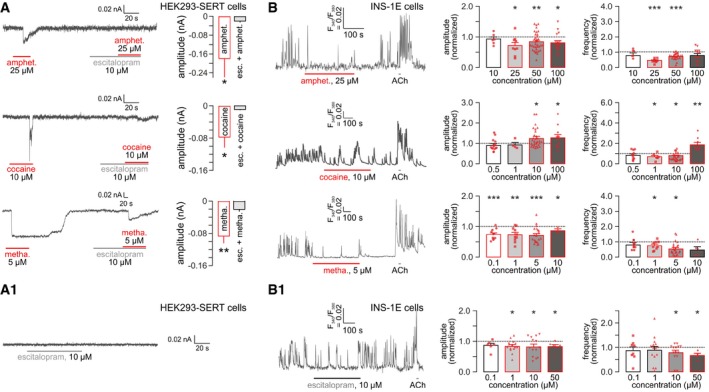
Psychostimulants induce electrogenic currents and modulate Ca^2+^ signaling in INS‐1E cells Psychostimulants (A) but not escitalopram (A1) induced inward currents in HEK293 cells transfected with the human serotonin transporter (HEK293‐SERT). Note that escitalopram co‐application occluded psychostimulant effects. For each drug, a representative recording trace is shown on the *left,* while quantitative data (means ± SEM; *n* > 6/group) are on the *right*. Note that cocaine effects were short‐lived downward deflections, whereas methamphetamine commonly induced prolonged inward currents that lasted even during washout. HEK293 cells were clamped at −70 mV throughout.Amphetamine and methamphetamine reduced both the amplitude and frequency of Ca^2+^ oscillations in INS‐1E cells loaded with Fura‐2AM. In contrast, cocaine at high concentrations increased both parameters measured. Data were normalized to baseline and expressed as means ± SEM. Symbols in red denote biological replicates. (B1) Escitalopram alone also reduced the amplitude and slowed the frequency of Ca^2+^ oscillations in INS‐1E ells. Experiments were performed in the presence of 11 mM glucose. Acetylcholine (ACh; 5 μM) was used as positive control. Figure EV3 is referred to showing representative Ca^2+^ recordings for drug concentrations other than the ones on the *left* of (B, B1).Data information: ***P < 0.001, **P < 0.01, *P < 0.05 (pair‐wise comparisons after one‐way ANOVA).

Subsequently, we exposed INS‐1E cells to increasing concentrations of the psychostimulants applied acutely by superfusion and recorded their intracellular Ca^2+^ responses. INS‐1E cells did not produce spontaneous Ca^2+^ oscillations in the presence of low glucose (3 mM; Fig EV2A–D). None of the drugs (amphetamine, cocaine or methamphetamine) used exerted any effect either (Fig EV2A–D). In contrast, superfusion of 11 mM glucose induced Ca^2+^ oscillations in INS‐1E cells with both their frequency and amplitude reduced by amphetamine at doses > 10 μM (Fig 3B; see also Fig EV2A1). Cocaine induced a biphasic effect: up to 10 μM concentration, it reduced the frequency, but not the amplitude of Ca^2+^ waves. At a dose of 100 μM, however, it augmented both the amplitude and the frequency of Ca^2+^ oscillations (*P* < 0.01; Figs 3B and EV2B1). Methamphetamine effects were reminiscent to those of amphetamine (at a magnitude lower concentration range; Fig EV2C1), reducing the frequency of Ca^2+^ oscillations in a dose‐dependent fashion.

**Figure EV2:**
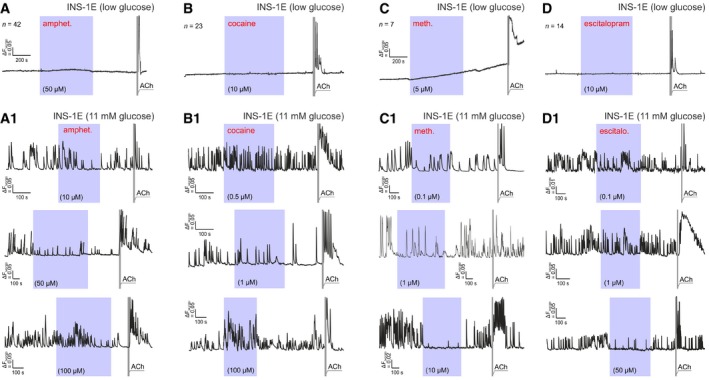
Psychostimulants reduce glucose‐induced Ca^2+^ oscillations in INS‐1E cells A–DINS‐1E cells do not produce spontaneous Ca^2+^ oscillations in the presence of 3 mM glucose. When applied in low glucose (3 mM)‐containing medium, none of the psychostimulants affected intracellular Ca^2+^ in INS‐1E cells either. The time of superfusion at specific drug concentrations is marked as shaded purple background. Acetylcholine (ACh; 5 μM) was used as positive control throughout. (A1, B1, C1, D1) Representative recordings of intracellular Ca^2+^ oscillations in 11 mM glucose with the drug concentrations indicated. All drugs were applied acutely by superfusion. Quantitative data on the amplitude and frequency of intracellular Ca^2+^ oscillations are shown in Fig 3.

Psychostimulant action could be indirectly mediated by either the allosteric modulation of 5‐HT receptors (Borycz *et al*, 2008; Zhou & Cunningham, 2018) or the buildup of extracellular 5‐HT and its spillover upon SERT occlusion. Here, we tested whether escalating doses of escitalopram evoke responses similar to those by the drugs used. Indeed, acute escitalopram superfusion of INS‐1E cells at 10 μM or higher concentrations also reduced both the amplitude and frequency of Ca^2+^ oscillations (*P* < 0.05; Figs 3B1 and EV2D1).

We then superfused escitalopram (1 μM) alone or in combination with the psychostimulants. Because escitalopram binds to the orthosteric site of SERT, only partially, if at all, overlapping (Kristensen *et al*, 2011) with amphetamine, cocaine, and methamphetamine bindings sites, we expected that subthreshold escitalopram doses could sensitize INS‐1E cells to psychostimulants. Indeed, the psychostimulant‐induced slowing of Ca^2+^ oscillations was significantly augmented by escitalopram (Fig EV3). A rebound effect was seen for the amplitude of Ca^2+^ transients in the presence of 50 μM amphetamine though (Fig EV3A). For cocaine (Fig EV3B) and methamphetamine (Fig EV3C), however, the amplitudes of Ca^2+^ oscillations were reduced in a dose‐dependent manner. These data cumulatively suggest that psychostimulants engage SERT, and can cooperate with escitalopram to modulate intracellular Ca^2+^ signaling in INS‐1E cells *in vitro*.

**Figure EV3:**
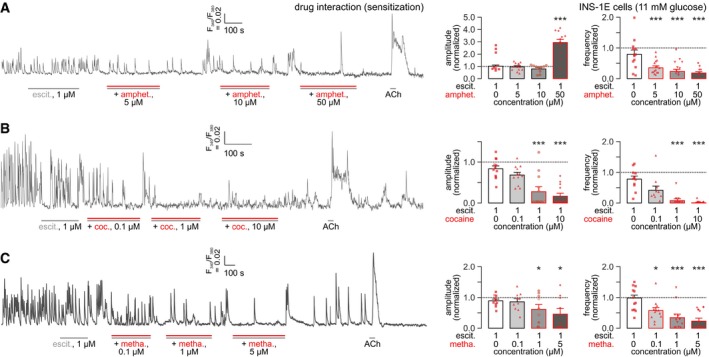
Modifications of psychoactive drug effects on intracellular Ca^2+^ dynamics by escitalopram pre‐treatment and competition in INS‐1E cells (*left*) Representative recoding of Ca^2+^ oscillations in INS‐1E cells (in 11 mM glucose) exposed to escitalopram (“escit.”), a selective SERT inhibitor, at a concentration that minimally affects baseline Ca^2+^ dynamics. Incrementing concentrations of amphetamine (“amphet.”) were applied as indicated. (*middle*) The interaction of escitalopram and 50 μM amphetamine significantly increased the amplitude of Ca^2+^ oscillations. This was interpreted as the summation of oscillations particularly because of their reduced frequency (*right*).(*left*) Representative recording showing the interaction of escitalopram with increasing concentrations of cocaine (“coc.”) as indicated. Note that both the amplitude (*middle*) and frequency (*right*) of intracellular Ca^2+^ oscillations were significantly and dose‐dependently reduced.(*left*) The effect of escitalopram and methamphetamine (“metha.”) alone and in combination on Ca^2+^ oscillations in INS‐1E cells. A representative recording trace is shown. Escitalopram x methamphetamine also reduced both the frequency (*middle*) and amplitude (*right*) of intracellular Ca^2+^ oscillations even though methamphetamine seemed less efficacious than cocaine.Data information: Horizontal colored lines indicate the time periods of drug superfusion. Acetylcholine (ACh; 5 μM) was used as positive control throughout. Dotted lines correspond to normalized baseline. Symbols in red denote biological replicates. Data were normalized to baseline and expressed as means ± SEM; *P < 0.05, ***P < 0.001 versus baseline (Student's *t*‐test).

### Amphetamine reduces protein serotonylation *in vitro*

Blockade, and even reversal, of cell‐surface transporters mediating monoamine reuptake (NET, DAT, SERT) is one of the mechanisms by which psychostimulants enhance extracellular monoamine levels (Pifl *et al*, 1995; Steinkellner *et al*, 2014; Sitte & Freissmuth, 2015). Therefore, whether SERT is operational in fetal pancreas is of mechanistic significance. We addressed this question by preparing pancreas explants on E13.5 and culturing those for 6 days. To closely match the *in vivo* experimental conditions (Appendix Fig S2), explants were treated with 5‐HT (500 nM) daily 1–3 days later, equivalent to the period of E14.5‐16.5. Twenty‐four hours after the last treatment, pancreata were transferred to fresh medium and cultured for another 2 days. 5‐HT accumulated in pancreas explants as shown by both immunofluorescence cytochemistry (Fig 4A) and HPLC (in INS‐1E cell homogenates 45 min after extracellular 5‐HT (5 μM) loading; Fig 4B) (Pifl *et al*, 1995). These data demonstrate that 5‐HT uptake mechanisms are likely operational during fetal development with intracellular 5‐HT available over considerable periods. More broadly, these results suggest that the fetal pancreas can be sensitive to blood‐borne 5‐HT produced by the placenta (from maternal tryptophan precursors) or other maternal sources (Cote *et al*, 2007; Bonnin *et al*, 2011).

**Figure 4:**
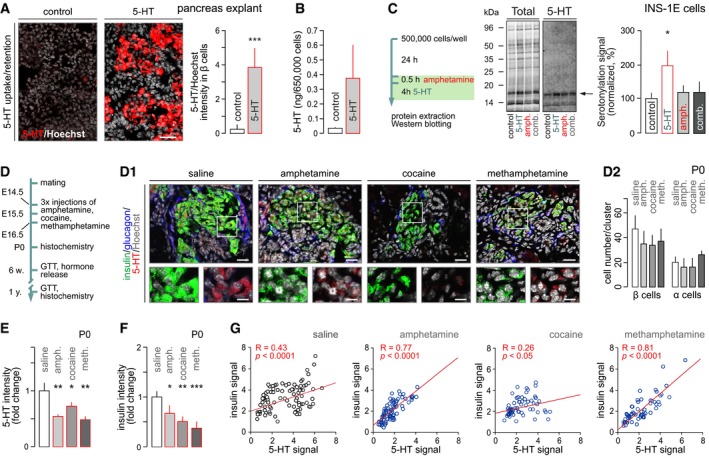
Psychostimulants reduce protein phosphorylation *in vitro* and intracellular insulin and serotonin levels in pancreatic islets at birth A5‐HT is taken up by pancreatic explants prepared from E13.5 mice. Data were expressed as means ± SEM. Experiments were performed in duplicate. *Scale bar* = 20 μm.BLikewise, INS‐1E cells treated for 45 min with 5‐HT (5 μM) accumulate this monoamine as measured by HPLC (means ± SEM; data are from duplicate experiments).C(*left*) Experimental outline to test amphetamine‐induced protein serotonylation *in vitro*. (*middle*) Full‐length Western blots showing total protein load upon Cy5‐labeling and 5‐HT‐containing proteins. Arrow points to the protein band used for quantitative analysis (*right*). Note that amphetamine (10 μM) when combined with 5‐HT (1 μM) eliminated the effect of the latter alone. Experiment was performed with quadruplicate biological samples. Data were expressed as means ± SEM.DSchema with methamphetamine (10 mg/kg), amphetamine (10 mg/kg), or cocaine (20 mg/kg) injected between E14.5 and 16.5. (D1) Representative images of neonatal tissues triple‐labeled for insulin, glucagon, and 5‐HT. Hoechst 33342 was used as a nuclear counterstain (pseudo‐colored in gray). *Scale bars* = 15 μm and 6 μm (*inserts*). (D2) Prenatal exposure to psychostimulants does not affect either α or β cell numbers in the P0 mouse pancreas. Quantitative data from *n* ≥ 3 mice/group (from *n* = 3 pregnancies) were expressed as means ± SD.E, F
*In utero* psychostimulant exposure significantly decreased 5‐HT immunoreactivity (E). (F) Likewise, insulin immunoreactivity was reduced. Quantitative data from *n* ≥ 3 mice/group (from *n* = 3 pregnancies) were expressed as means ± SD.GPositive correlation between insulin and 5‐HT immunosignals per β cell in control and after prenatal drug exposure. Pearson correlation was defined on data from *n* ≥ 60 cells/drug.Data information: Data were analyzed by pair‐wise comparisons after one‐way ANOVA. ***P < 0.001, **P < 0.01, *P < 0.05.

We then asked whether intracellular 5‐HT retained over prolonged periods is of functional significance. In INS‐1E cells, 5‐HT exposure for 4 h significantly increased the level of proteins that had incorporated a 5‐HT moiety (Fig 4C), indicative of protein serotonylation. Notably, and regardless of the molecular identity of the target proteins (*note* that *Rabs* were assigned as preferred molecular targets in β cell earlier (Paulmann *et al*, 2009)), amphetamine occluded protein serotonylation when co‐applied with 5‐HT (Fig 4C). These data reveal that long‐lived 5‐HT signals in fetal pancreata might indicate the accumulation of transamidated proteins covalently incorporating 5‐HT during β cell development. Moreover, they corroborate recent data in *Tph1* ^−/−^ mice, which present disrupted protein serotonylation in the pancreas as part of their diabetic pathology (Paulmann *et al*, 2009).

### Intrauterine psychostimulant exposure reduces 5‐HT and insulin content in fetal pancreas

We tested the effect of psychostimulants on endocrine pancreas development *in vivo* by injecting (*i.p*.) pregnant dams with amphetamine (10 mg/kg body weight), cocaine (20 mg/kg), methamphetamine (10 mg/kg), or saline (as control) once daily between E14.5 and 16.5 (Fig 4D), corresponding to drug doses commonly used to disrupt brain development (Lee & O'Dowd, 1999; Khoradmehr *et al*, 2015). None of the pregnancies were aborted, and litter sizes were not affected by drug treatment [7 ± 2 (methamphetamine), 7 ± 1 (amphetamine), 7 ± 1 (cocaine) versus 6 ± 1 (saline)]. At P0, each litter was reduced to 6 pups, which were used to analyze prenatal drug effects on postnatal glucose metabolism.

Amphetamine, cocaine, and methamphetamine exert cytotoxic effects in the brain (Zhu *et al*, 2006; Costa *et al*, 2013). Therefore, we first determined the number of β and α cells in P0 pancreata. None of the drugs reduced either β or α cell numbers (Fig 4D1 and D2), suggesting that the doses of psychostimulants used did not *per se* disrupt pancreas development. Nevertheless, the psychostimulants used significantly reduced intracellular 5‐HT content in β cells, measured immunohistochemically [*P* < 0.01 (amphetamine), *P* < 0.05 (cocaine), *P* < 0.01 (methamphetamine) versus (saline); Fig 4D1 and E]. Insulin levels were similarly reduced [*P* < 0.05 (amphetamine), *P* < 0.01 (cocaine), *P* < 0.001 (methamphetamine), versus (saline); Fig 4F]. Since 5‐HT is stored in the same granules as insulin in mature β cells (Lundquist *et al*, 1971) and protein serotonylation might be a precursor to insulin production (*see above*), we plotted 5‐HT versus insulin immunoreactivity per β cell: all treatments returned significant positive correlation (Fig 4G) suggesting synchronous regulation of 5‐HT and insulin levels. None of the psychostimulants affected glucagon content in the neonatal pancreas (Appendix Fig S1B), pinpointing β cells as a locus for adverse developmental drug effects.

The above observations together with our data from pancreatic explants would suggest that reduced insulin levels in β cells indicate their delayed development (or permanent inability to produce insulin; for *Ins1* mRNA changes, we refer to Fig EV4B). The finding that the number of pancreatic and duodenal homeobox 1 (*Pdx1*)^+^ cells in P0 pancreata remained unchanged suggests that they retained the capacity to produce β cells (Fig EV4A). Yet, reduced levels of neurogenin 3‐dependent expression of paired neuronal differentiation 1 (*NeuroD1*) and NK6 homeobox 1 (*Nkx6.1*), late markers of β cell specification (Malenczyk *et al*, 2018) (Fig EV4B), are suggestive of delayed pancreas maturation upon preceding amphetamine (and more broadly psychostimulant) action.

**Figure EV4:**
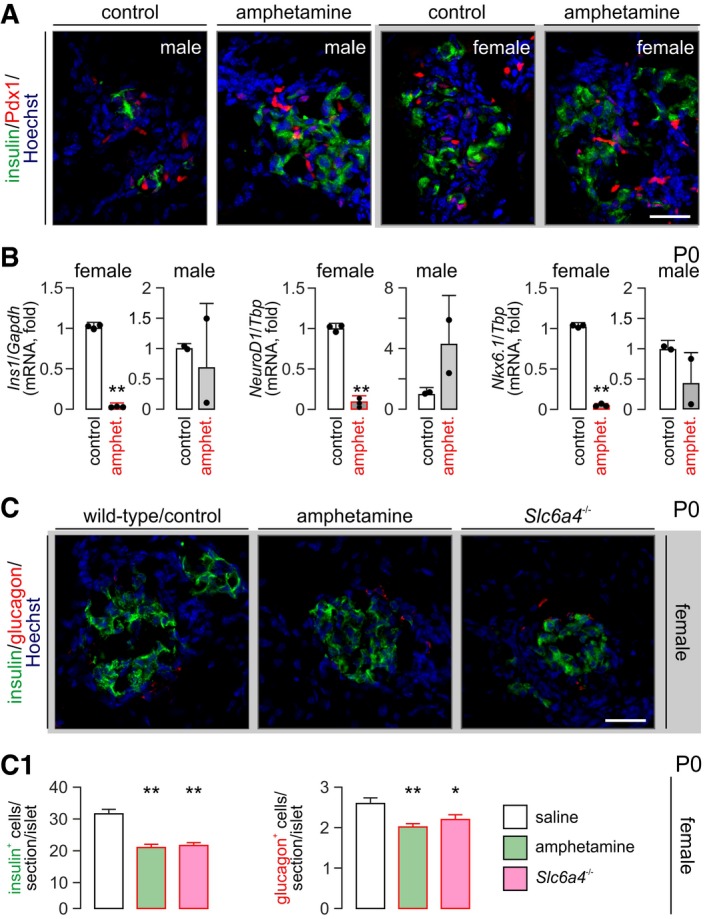
Consequences of intrauterine amphetamine exposure on select transcription factors at birth and in *Scl6a4* ^−/−^ mice No significant difference was noted in the number of histochemically detectable Pdx1^+^ cells prenatally exposed to amphetamine versus vehicle‐treated controls at P0. An effect of sex was not observed either.Real‐time PCR experiments pointed to a sex‐independent reduction of *Ins1*,* NeuroD1,* and *Nkx6.1* mRNAs in pancreata from P0 mice. Note that amphetamine in all cases induced a marked reduction albeit reaching statistical significance (*n* = 3 animals/sex/group).In female offspring, *Slc6a4* knock‐out seemed to phenocopy the effect of intrauterine amphetamine exposure by significantly reducing the number of insulin^+^ β cells (C1). Note that α cells were also adversely affected in this experiment. *n* ≥ 3 animals/sex/group.Data information: *Scale bar* = 40 μm (C), 25 μm (A). Data were expressed as means ± SEM. **P < 0.01, *P < 0.05 (pair‐wise comparisons after one‐way ANOVA).

Most illicit drugs exhibit gender bias: developmental toxicology studies show male sensitivity to cannabis (Jutras‐Aswad *et al*, 2009). In contrast, amphetamine seems particularly harmful for females (Kogachi *et al*, 2017). Therefore, we tested whether amphetamine exerts a sex‐specific effect on β cell development. We found that pancreatic insulin immunoreactivity was significantly reduced in female but not male neonates prenatally exposed to amphetamine (Fig 5A and A1). Glucagon levels, albeit reduced in offspring after prenatal amphetamine exposure, did not reach statistical significance (*but see* Fig EV4C and C1). When reconstructing neonatal pancreata by light‐sheet microscopy, we find that it is not the number of islets *per se* [55.3 ± 11.9 (saline) versus 72.3 ± 17.2 (amphetamine)] but rather their size and insulin immunoreactivity that seem reduced in prenatally amphetamine‐exposed females (Fig 5B and B1 and Movies EV1 and EV2). It is noteworthy that both escitalopram (Fig 5A and A1) and genetic deletion of *Slc6a4* (Fig EV4C and C1, and Appendix Fig S3) phenocopied amphetamine effects in female offspring. Cumulatively, these data show that pancreas development is sensitive to psychostimulant action in a sex‐specific manner and uses SERT to disrupt insulin production by β cells.

**Figure 5:**
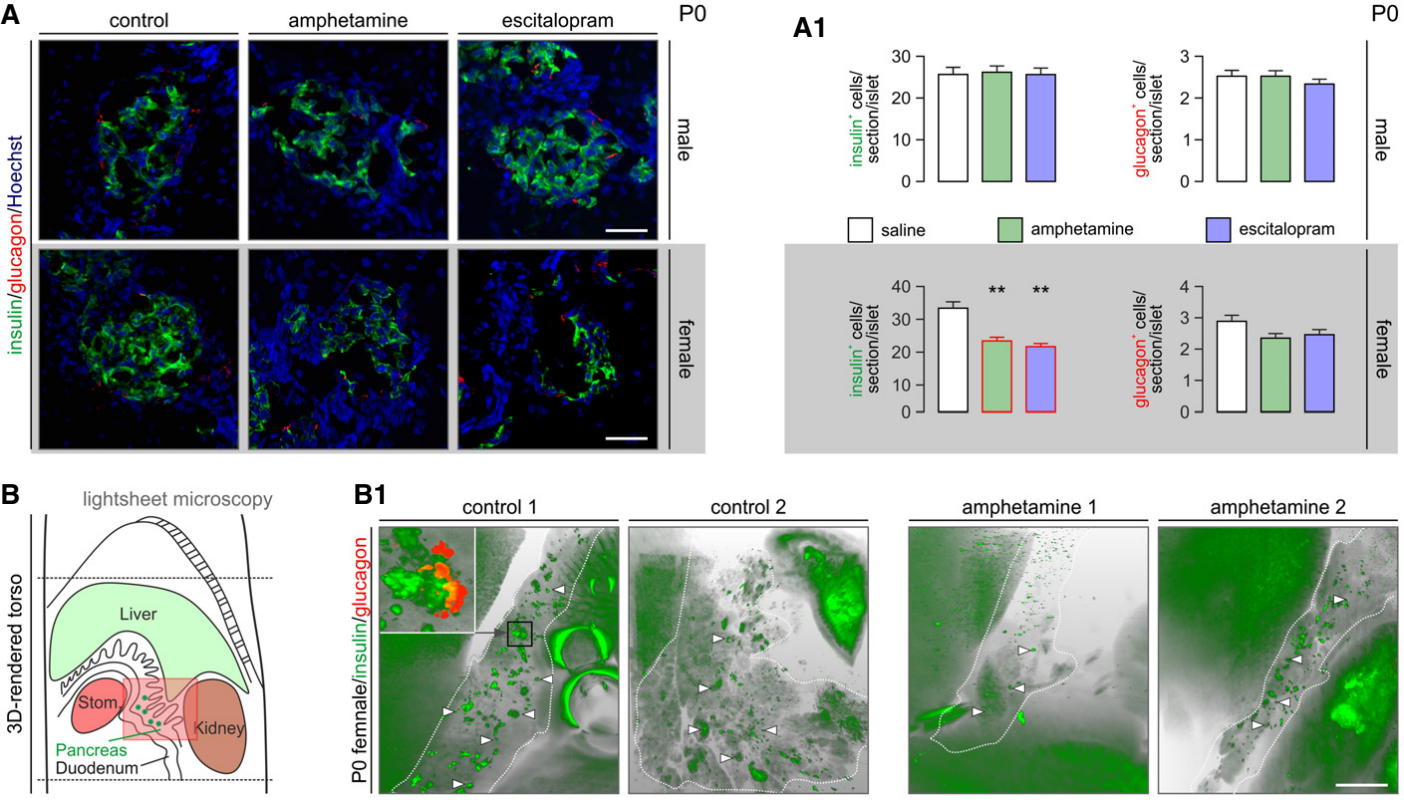
Both amphetamine and escitalopram reduce insulin immunoreactivity in female offspring at birth Histochemical examples of neonatal pancreata used for the simultaneous detection of insulin and glucagon. Hoechst 33342 was used as nuclear counterstain. *Scale bars* = 80 μm. (A1) Quantitative data from *n* > 6 mice/sex from independent pregnancies. Note that insulin immunoreactivity was significantly reduced in the pancreas of female but not male offspring. Data were expressed as means ± SEM, **P < 0.01 (pair‐wise comparisons after one‐way ANOVA). Figure EV4C and C1 is referred to data on *Slc6a4* ^−/−^ mice.Longitudinal cross‐sectional rendering of the neonatal mouse torso to aid pancreas visualization by light‐sheet microscopy. The area with semi‐transparent red overly is shown in B1. (B1) Insulin‐labeled pancreata (encircled by *dashed lines*) from respective pairs of control and amphetamine‐treated neonatal mice. Note the reduced size and labeling intensity for insulin of pancreatic islet‐like structures (*arrowheads*) upon intrauterine amphetamine exposure. Inset reveals that the core–shell cytoarchitecture of an islet is retained in optically cleared intact tissues simultaneously processed for the detection of insulin and glucagon. Many peripheral organs showed significant autofluorescence. *Scale bar* = 1.5 mm. Videos of orthogonally reconstructed tissues are available as part of the Appendix file.

### Prenatal exposure to psychostimulants impairs insulin expression and leads to glucose intolerance in adult offspring

If viewed as a developmental delay, the fetal deregulation of insulin production and signaling might be assumed as becoming compensated later in life. Alternatively, psychostimulant effects could persist throughout postnatal life and sensitize the offspring to developing glucose intolerance/diabetes. When analyzing 6‐week‐old offspring, we find that the number of β and α cells is not affected by prenatal drug exposure (Appendix Fig S4A). These data are compatible with our *ex vivo* observations (Fig 4D2), as well as continued β cell proliferation in postnatal pancreata (Taylor *et al*, 2015). Nevertheless, examination of sex effects in 6‐week‐old offspring showed profoundly reduced insulin immunoreactivity in females (*P* < 0.05 for all drugs versus saline; Fig 6A and A1) but not males (Fig 6A). At the same time, glucagon immunoreactivity remained unaffected in both sexes (Appendix Fig S4B). These data were supported by reduced *Ins2* mRNA levels (Fig 6B).

**Figure 6:**
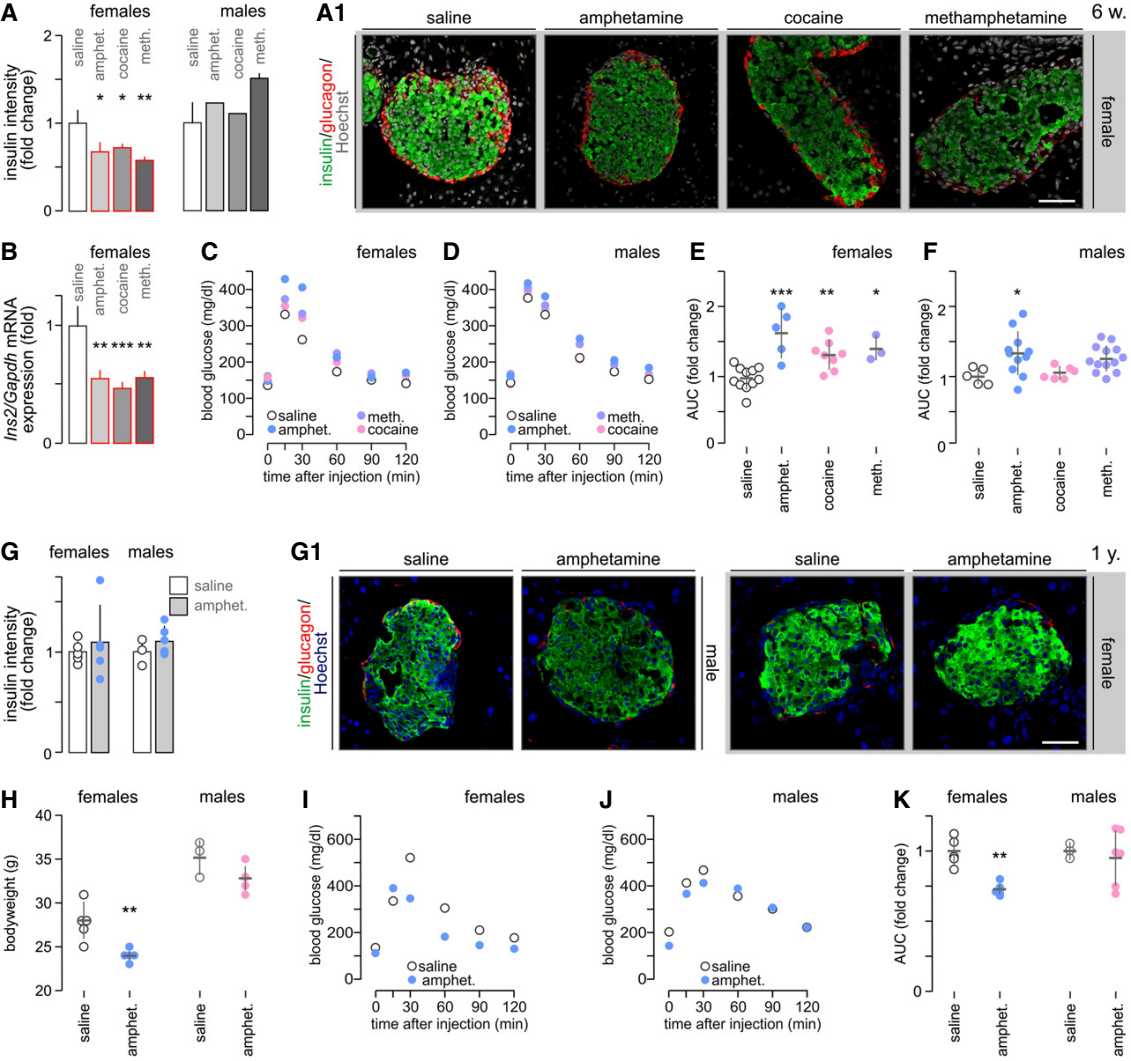
Prenatal psychostimulant exposure impairs glucose homeostasis in adult offspring A, BImmunohistochemistry for insulin and glucagon in pancreatic islets of 6‐week‐old offspring born to drug‐exposed mothers (A). Sex assignment shows that females respond to prenatal drug exposure with permanently reduced insulin levels. (A1) Representative images from females are shown and were counterstained with Hoechst 33342 (pseudo‐colored in gray). *Scale bar* = 40 μm. (B) *Ins2* mRNA expression remains reduced in adult offspring exposed *in utero* to psychostimulants (pooled data). Quantitative data in (A, B) are from *n* ≥ 3 mice/group and were expressed as means ± SD.C, DBlood glucose profiles during glucose tolerance test in females (C) and males (D) at 6 weeks of age.E, FQuantification of the “area under the curve” (AUC) indicates glucose intolerance in female mice prenatally exposed to psychostimulants with only amphetamine‐treated males showing significantly increased AUC.GInsulin immunoreactivity no longer differed between amphetamine‐exposed and control mice, irrespective of their sex, at 1 year of age. (G1) Representative images; *Scale bar* = 65 μm.HThe bodyweight of 1‐year‐old female mice prenatally exposed to amphetamine was significantly reduced versus vehicle‐treated controls.I, JBlood glucose profiles during glucose tolerance testing in females (I) and males (J) at 1 year of age.KAUC indicates glucose intolerance in female but not male mice prenatally exposed to amphetamine.Data information: Quantitative data were normalized to those in control and expressed as means ± SD (for visual clarity SD were omitted in C, D, I, J); *n* ≥ 3 animals/group/sex were analyzed (from 3 to 4 pregnancies each). ***P < 0.001, **P < 0.01, *P < 0.05 (pair‐wise comparisons after one‐way ANOVA).

We then asked whether the loss of insulin content affects glucose metabolism in psychostimulant‐exposed offspring. Body weights of 6‐week‐old mice prenatally exposed to psychostimulants did not differ from controls (Appendix Fig S4C). Nevertheless, psychostimulant‐exposed offspring were glucose intolerant: their blood glucose levels were significantly higher before and during glucose challenge for both females [*P* < 0.05 at 0, 30, 60, and 120 min (amphetamine) or (cocaine); *P* < 0.05 at 30 min (methamphetamine) versus (saline); Fig 6C] and males [*P* < 0.05 at 0, 30–120 min (amphetamine); *P* < 0.05 at 0, 60, 90, and 120 min (methamphetamine) versus (saline); Fig 6D]. Next, we plotted the “area under the curve” (AUC) to test for the relative severity of glucose intolerance, which revealed a more severe phenotype in females (*P* < 0.05 for all drugs; Fig 6E) than in males (*P* < 0.05 for amphetamine; Fig 6F).

Thereafter, we studied a 1‐year‐old cohort of mice prenatally exposed to amphetamine, which appeared as the most harmful drug at 6 weeks of age. Neither the size of (including β and α cells numbers; Appendix Fig S4D) nor the insulin content in amphetamine‐exposed pancreata was reduced relative to their respective controls in either sex, although amphetamine‐exposed females tended to present lower insulin immunoreactivity (Fig 6G and G1). Female but not male mice prenatally exposed to amphetamine presented with reduced bodyweight (*P* < 0.01, Fig 6H). Remarkably, mice of both sexes with a history of amphetamine exposure showed hypoglycemia at rest (Fig 6I and J). In amphetamine‐exposed females, the first phase of insulin release was normal. However, its second phase was significantly blunted (Fig 6I; *for AUC calculation see* Fig 6K). Amphetamine‐exposed male mice showed blood glucose levels comparable to those of controls (Fig 6J and K). In sum, these data evidence a permanent deregulation of glucose homeostasis in adult offspring with a history of *in utero* psychostimulant exposure.

### *Pet1/Fev*‐dependent deregulation of insulin expression as a candidate mechanism of psychostimulant action

The fact that episodic maternal intake of illicit psychostimulants could compromise the offsprings’ glucose metabolism for life prompted us to examine cellular determinants of adverse drug effects. Stimulation of 5‐HT receptors on β cells has been shown to activate *Pet1*/*Fev*, an archetypal “5‐HTergic transcription factor”, which promotes *Ins1/2* expression (Ohta *et al*, 2011). We hypothesized that psychostimulant‐induced deregulation of 5‐HT signaling might reduce *Pet1*/*Fev* expression, thus rendering it insufficient to maintain insulin expression (Fig EV5A). In pancreatic explants, amphetamine (*P* < 0.01), cocaine (*P* < 0.001), and methamphetamine (*P* < 0.001) significantly reduced *Pet1*/*Fev* mRNA levels relative to controls (Fig EV5B). In contrast, 5‐HT itself did not affect *Pet1*/*Fev* expression (Fig EV5B). Simultaneously, *Ins2* mRNA expression was reduced by both psychostimulants and 5‐HT (*P* < 0.01 for all; Fig EV5B), suggesting a different mechanism of action for psychostimulants (SERT engagement) and 5‐HT (receptor engagement). We then used a correlation analysis to link *Pet1*/*Fev* and *Ins2* expression at *R* = 0.83, *P* < 0.001 (Fig EV5B). At the same time, neither psychostimulants nor 5‐HT affected glucagon (*Gcg*) expression significantly (Fig EV5C), which also failed to correlate with *Pet1*/*Fev* expression (Fig EV5C1).

**Figure EV5:**
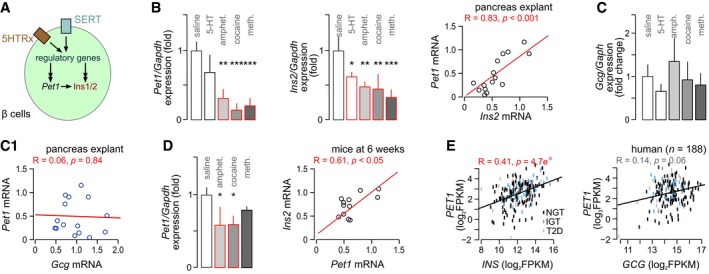
Prenatal psychostimulant exposure concordantly reduces *Pet1*/*Fev* and insulin expression Schematic outline of a 5‐HT‐dependent mechanism inducing changes in insulin (*Ins1/2* in mouse) production independently or through the transcription factor *Pet1*/*Fev*. Note that 5‐HT receptors (5HTRx, non‐specified subclass) could contribute by affecting regulatory genes upstream from either *Pet1*/*Fev* or *Ins1/2*, or both. Likewise, the serotonin transporter (SERT) could affect *Pet1*/*Fev* or *Ins1/2* directly or through upstream regulatory elements (indirect cascade).
*Ex vivo* treatment with psychostimulants but 5‐HT significantly decreased both *Pet1*/*Fev* (*left*) and *Ins2* (*middle*) mRNA levels in fetal pancreatic explants. In these experiments, *Pet1*/*Fev* and *Ins2* mRNA expression positively correlated (*right*).None of the treatments affected glucagon (*Gcg*) expression, which did not correlate with that of *Pet1*/*Fev* either (C1).
*Pet1/Fev* expression (*left*) and its correlation with *Ins2* in 6‐week‐old offspring prenatally exposed to the psychostimulants indicated.Positive Spearman's correlation between PET1/FEV and INS but not GCG mRNA levels in pancreatic islets form healthy (normoglycemic; NGT in black) and diabetic donors (impaired glucose tolerance (IGT; blue) and diabetic (T2D; gray)). Data were expressed as log2 fragments per kilobase million (FPKM).Data information: Quantitative data from *n* ≥ 3 explants or mice/group were expressed as means ± SD, ***P < 0.001, **P < 0.01, *P < 0.05 (pair‐wise comparison after one‐way ANOVA).

Next, we probed if similar changes occur upon intrauterine psychostimulant exposure *in vivo*. In 6‐week‐old female mice, *Pet1/Fev* expression was reduced upon prenatal amphetamine and cocaine exposure (Fig EV5D) and exhibited a close correlation with *Ins1/2* mRNA levels (Fig EV5D). These data support our notion that psychostimulants impair a transcriptional checkpoint mandatory for insulin production in β cells.

Whether *PET1/FEV* might be relevant to insulin (*INS*) expression in humans [beyond the animal models described here and previously (Ohta *et al*, 2011)] is unknown. Therefore, we used bulk mRNA from pancreatic islets of humans stratified for glucose intolerance (Uhlen *et al*, 2005; Fadista *et al*, 2014), which shows that *PET1/FEV* expression indeed correlated with that of *INS* (*R* = 0.41, *P* = 4.7e^−9^; Fig EV5E) and was differentially expressed between non‐diabetic and type 2 diabetic donor islets (Appendix Fig S5A and A1). In contrast, a correlation between *PET1/FEV* and *GCG* expression did not reach statistical significance (*R* = 0.14, *P* = 0.064; Fig EV5E), suggesting that *PET1/FEV* in humans is also involved in determining physiological insulin availability. Interestingly, *SLC18A2* expression correlated positively with that of *INS* but not *GCG* in human pancreatic islets (Appendix Fig S6A–A3). In contrast, *SLC6A4* expression showed a negative correlation with *INS* but positive with *GCG* expression (Appendix Fig S6B–B3). These data are not unexpected since our single‐cell RNA‐seq analysis returned predominant expression of *SLC6A4* in human α cells (Fig EV1). Thus, our results substantiate the cell type‐specific use of monoamines in human pancreatic islets.

### Epigenetic changes upon intrauterine amphetamine exposure

The finding that glucose intolerance persists postnatally in offspring exposed to psychoactive drugs *in utero* suggests significant changes in the epigenetic landscape of the amphetamine‐treated pancreas. Considering the tight correlation of *Pet1/Fev* and *Ins* expression, one might assume that *Pet1/Fev* repression could directly severe insulin production. Alternatively, impairment of upstream regulatory gene networks or effectors at the level of, e.g., regulated exocytosis might account for lifelong glucose intolerance. To experimentally test these hypotheses, we first set up an *in vitro* assay of chromatin accessibility: INS‐1E cells were exposed to amphetamine for 3 days followed by washout for 3 days (to discount acute drug effects), sample preparation and ATAC‐seq (Fig 7A). This experimental design reduced *Ins1* mRNA expression (Fig 7A1). Our data showed that *Ins1, Ins2, and Pet1/Fev* are not subject to changes in chromatin accessibility upon amphetamine treatment *in vitro* (Fig 7A2), and argue for a more indirect regulatory mechanism.

**Figure 7:**
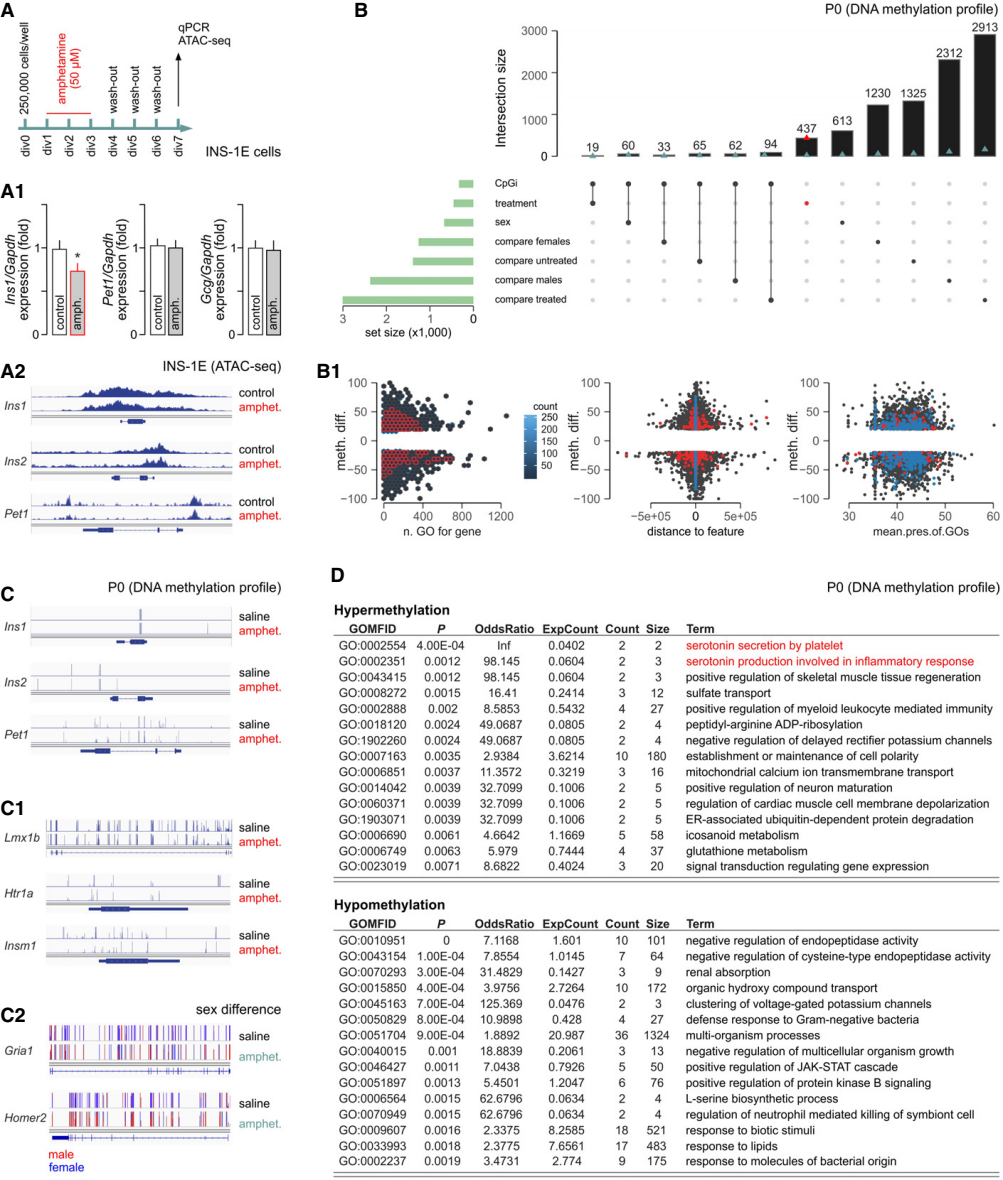
Epigenetic changes upon amphetamine treatment *in vitro* and *in vivo* Experimental design and (A1) expressional quality control (note reduced *Ins1* mNRA levels) in INS‐1E cells treated with amphetamine. Data were expressed as means ± SD; *n* = 3; *P < 0.05 (Student's *t*‐test). (A2) Genome browser plot showing ATAC‐seq average signal intensity for *Ins1, Ins2,* and *Pet1/Fev* between control and amphetamine‐treated INS‐1E cells.
*UpSet* plot showing intersections of gene sets obtained independently by χ^2^‐test with 0.01 Q‐value cutoff. Blue triangles show events nearest to transcription start sites (TSSs), while red triangles highlight treatment‐only‐related difference on B (and B1) plots. (B1) The distribution of DNA methylation differences of locus (BP) to related variables (*left to right*: number of Gene Ontology (GO) terms for gene, distance to nearest TSS, mean presence of GO term (differentially methylated to the whole size of term ratio) relevant for gene‐related locus) is shown.Differences in DNA methylation in neonatal mice (*n* = 6 for control; *n* = 5 for amphetamine) for *Ins1, Ins2,* and *Pet1/Fev* (C), as well as *Lmx1b, Htr1a, Insm1* (central to 5‐HT signaling; C1). (C2) Sex differences in DNA methylation for *Gria1* and *Homer2* (prototypic for glutamate signaling). Interactive genome browser tracks for all genes detected are available at the UCSC portal (http://bit.ly/AMPHpanDifMeth).The most enriched GO terms associated with the top 500 hypermethylated (*top*) and hypomethylated (*bottom*) promoters of amphetamine‐treated versus control mice based on the *RnBeads 2.0* pipeline (Muller *et al*, 2019). Red color indicates the pathways associated with 5‐HT signaling. Complete datasets of differential methylation analysis for genes and promoters, as well as for sex and amphetamine effects, are available as Tables EV1, EV2, EV3, EV4 and EV5

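DNA methylation was measured in pancreas at postnatal day 0 by reduced representation bisulfite sequencing (RRBS), in which DNA is digested with restriction enzymes (here MspI and TaqI) so that reads start at CpG-rich sites, and bisulfite turns unmethylated cytosines, but not methylated ones, into bases read as thymine. The 11 mice comprised 5 whose dams received amphetamine (3 females and 2 males) and 6 controls (3 females and 3 males), that is, 6 females and 5 males in all. The authors aligned single-end reads to the mm10 mouse genome with Bismark, summarized CpGs per region and mouse with RnBeads, and tested each region with limma. They deposited 1 table for each class of region and each of 2 comparisons, amphetamine against control and female against male, both over the same mice. Each table lists the mean methylation of the 2 groups, their SDs over mice, the coverage, p-values and adjusted p-values. Values per mouse and counts of CpG sites were not used here. DNA came from homogenized pancreas, so every value averages over its cell types and β cells are not resolved.
The authors' deposited tables cover 24391 promoters of 2000 bp (from 1500 bp upstream of a gene's start to 500 bp downstream), 25802 genes, 14841 CpG islands and 259716 tiles of 5000 bp. In the authors' deposited table of promoters, the median coverage was 230.2 in amphetamine-treated mice and 184 in controls, and 217 in females against 190.4 in males. In the authors' deposited table of tiles it was 66.2 and 53.5 for treatment, and 62.7 and 55.0 for sex. Summed over tiles, coverage was 1.24 times as high in amphetamine-treated mice as in controls, and 1.12 times as high in females as in males. Of the promoters, 86.1% had reads in all 11 mice, and 93.6% reached a mean coverage of 10 in both treatment groups. Coverage bounds the precision of each mean, since a region with few reads in a mouse can take only a few values, 0% and 100% among them.
From these tables, the regions past the paper's thresholds were counted by direction. Regions in which the groups did not overlap, so that every mouse of one group lay above every mouse of the other, were set beside the number chance gives. The number of CpG sites that reads can reach was counted in the mouse reference genome, as those within 50 bp of an MspI or TaqI site. Fold changes are quotients of group means after the authors' offset of 0.01, so they understate the change of nearly unmethylated regions.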

Next, we studied the DNA methylation landscape in P0 pancreata of mice of both sexes from amphetamine‐treated and control dams (Fig 7B and B1). By using *methylKit* (Akalin *et al*, 2012), we performed independent tests with sex and amphetamine treatment as variables. We derived six gene sets for comparisons and visualized the lack of any of their intersections by *UpSetR* (Conway *et al*, 2017). This analysis returned similar results on base‐pair and promoter levels for both pooled samples and upon overdispersion correction of covariates. Interestingly, the most prominent differences were revealed between amphetamine‐treated females versus amphetamine‐treated males, as well as between amphetamine‐treated males versus control males. These data suggest that the epigenetic regulation of pancreatic cell identity and function is critically sex‐dependent and that prenatal amphetamine exposure can significantly alter pancreatic DNA methylation. 

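The thresholds of the paper's methods (adjusted p-value from limma under 0.05, fold change above 1.5 and absolute difference above 25 percentage points) were applied to every class of region. For amphetamine against control, 7 of 24391 promoters in the authors' deposited table passed all of them, 2 with higher and 5 with lower methylation after treatment. The authors' deposited tables gave 2 genes, 1 CpG island and 101 tiles, of which 38 were higher and 63 lower. For female against male, the authors' deposited tables gave 61 promoters (52 higher in females and 9 lower), 29 genes, 40 CpG islands and 281 tiles. Of these 61 promoters, 46 lie on the X chromosome, 6 on the Y chromosome and 9 on autosomes, and of the 40 CpG islands 39 lie on the X chromosome. With the unadjusted p-value in place of the adjusted one and the other thresholds kept, 129 promoters passed for treatment.
All 7 promoters past the thresholds for treatment had an SD of 0 in at least 1 group, that is, identical values in all of its mice with reads, and 5 of them had a mean coverage under 10 in a group. The hypermethylated promoter of best combined rank in the authors' deposited table belongs to Srpk3 (ENSMUSG00000002007; chromosome X, 73772905 to 73774904, mm10), with 100% methylation in the 4 amphetamine-treated mice and 0% in the 2 control mice that had reads, at mean coverages of 15.6 and 8.17. The hypomethylated promoter of best rank in the authors' deposited table was that of Gm27148 (chromosome 9, 73676193 to 73678192), at 0% in 3 treated and 100% in 3 control mice, with mean coverages of 0.60 and 0.833. Of the next promoters by rank, B230216G23Rik (higher) and 1700087M22Rik and Pcdhb6 (lower) had adjusted p-values from limma of 0.464, 0.630 and 0.672 in the authors' deposited table. When regions were required to have an SD above 0 in both groups, a filter chosen after the data were seen, 0 promoters passed the thresholds for treatment and 34 for sex, all 34 on the X chromosome. At an unadjusted p-value under 0.05 alone, 905 promoters (3.71%, where 5% would arise by chance) were listed for treatment and 1356 (5.56%) for sex. Of the 1356, 375 lie on the X chromosome and 43 on the Y chromosome. On autosomes the shares were 3.78% for treatment and 4.05% for sex, both under 5%.
For sex, the 3 higher and 3 lower promoters of best rank included X-linked, Y-linked and thinly covered autosomal ones. The promoter of Nkrf (chromosome X, 36902400 to 36904399) was at 50.3% in females and 0% in males in the authors' deposited table (the authors' SD 27.9 percentage points in females and 0 in males, adjusted p = 0.0268 from limma), with mean coverages of 209 and 71.6. That of Atp6ap1, also X-linked, was at 68.3% and 0% in the authors' deposited table, with an adjusted p-value from limma of 0.0909. Gm13381 on chromosome 2 and Gm13052 on chromosome 4 were at 100% in 1 sex and 0% in the other in the authors' deposited table, each with values in only 4 females and 2 males. Gm29046 and Gm29222 lie on the Y chromosome, where the authors' deposited table lists mean coverages in females of 0.333 and 0.167.
A separate count used the 20150 autosomal promoters with reads in all mice. The 2 treatment groups did not overlap in 82 of them (48 higher and 34 lower after amphetamine), where the 462 ways of splitting the mice give 0.433% by chance, or 87.2 promoters, an upper value because tied mice cannot separate. They did not overlap in 73 autosomal genes (35 higher and 38 lower, 98.3 in all by chance), 59 CpG islands (43 higher and 16 lower, 57.2 in all by chance) and 684 tiles (281 higher and 403 lower, 835 in all by chance). Chance gives 28.6 CpG islands in each direction. Females and males did not overlap in 94 autosomal promoters (52 higher and 42 lower in females), 104 genes (67 and 37), 65 CpG islands (36 and 29) and 907 tiles (637 and 270), against the same numbers by chance. With the sex chromosomes included, the number for sex was 326 promoters (91.0 by chance) and 258 CpG islands (58.6 by chance). Neighboring regions are not independent, so no p-value was attached to these counts. Amphetamine was given to the dams, so mice of the same litter share their treatment. The litter of each mouse was not taken into account. Neither the chance value nor the SDs over mice allow for resemblance within a litter, and the paper names no such covariate for limma.

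**Figure D1:**
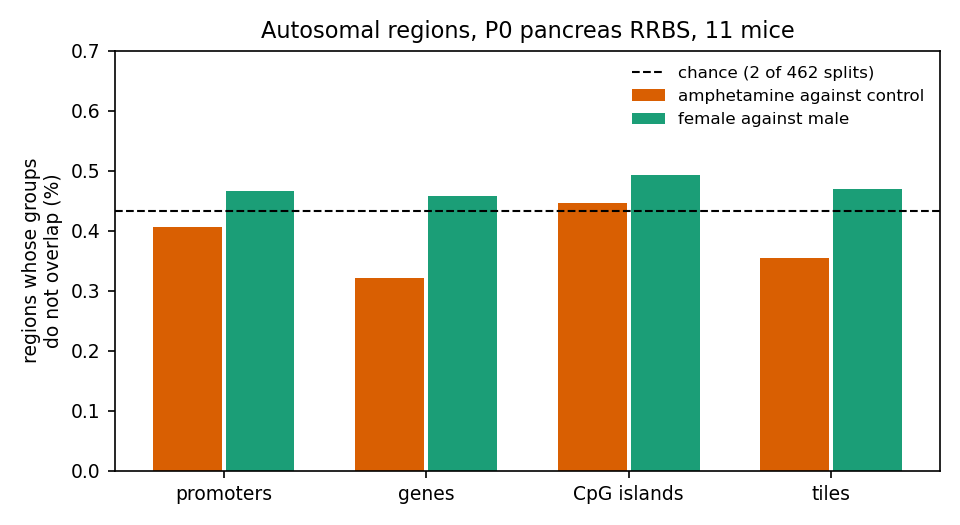
Share of autosomal promoters, genes, CpG islands and tiles with reads in all 11 mice in which the 2 groups do not overlap (y axis, percent), for amphetamine against control (orange) and female against male (green). The dashed line is the share that chance gives, 0.433%, and the bars lie between 0.322% and 0.492%.

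The paper's tests of treatment within each sex were made with methylKit and were not analysed here. From its comparisons of sex and treatment, the paper proposes that the epigenetic regulation of the pancreas depends on sex and that prenatal amphetamine can alter its DNA methylation.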

Our results also confirmed that *Ins1, Ins2, and Pet1/Fev* are not affected by either hyper‐ or hypomethylation (Fig 7C). 

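Fev, also known as Pet1, encodes a transcription factor of serotonin neurons and endocrine pancreas. Its promoter (ENSMUSG00000055197; chromosome 1, 74884920 to 74886919, mm10) had 1.90% methylation in amphetamine-treated mice and 1.46% in controls in the authors' deposited table (the authors' SDs 3.12 and 1.40 percentage points over 5 and 6 mice). The limma p-value in the authors' deposited table was 0.565 and the adjusted one 0.963, at mean coverages of 530.4 and 376. For sex, the authors' deposited table lists the Fev promoter at 1.95% in females and 1.30% in males, with an adjusted p-value from limma of 0.930. The CpG island that overlaps the promoter changed in the opposite direction in the authors' deposited table: it fell by 0.893 percentage points after amphetamine, within the SDs.
Ins1 and Ins2, the insulin genes of the mouse, have no promoter in the tables, so their gene bodies were read instead. Ins1 (ENSMUSG00000035804; chromosome 19, 52264323 to 52265456) was at 84.6% in amphetamine-treated mice and 99.6% in controls in the authors' deposited table, with the authors' SDs of 24.7 and 0.907 percentage points. The limma p-value for Ins1 in the authors' deposited table was 0.0977 and the adjusted one 0.954, and its mean coverage was 14.2 and 13.8. In the authors' deposited table for sex, Ins1 was at 86.8% in females and 100% in males, with a limma p-value of 0.0173 that became 0.701 after adjustment. Ins2 (chromosome 7, 142678656 to 142699510) was at 76.2% after amphetamine and 85.8% in controls in the authors' deposited table (adjusted p = 0.954 from limma), and at 80.1% in females and 83.0% in males. Its tiles did not all go the same way, with 1 higher and 2 lower of 3 after amphetamine. The tile from 142675001 to 142680000, chosen for its smallest p-value, was at 100% after amphetamine and 70.9% in controls. Its unadjusted limma p-value was 0.0945, at mean coverages of 23.6 and 37.8. The ranges of the groups overlapped for Fev, Ins1 and Ins2 in both comparisons, and 0 of the 7 tiles across these genes had an unadjusted p-value under 0.05 for treatment. These values are averages over the cells of the pancreas, so they leave open whether methylation changed in β cells.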

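The promoter of Lmx1b, a LIM homeobox gene (ENSMUSG00000038765; chromosome 2, 33640012 to 33642011, mm10), was at 3.03% in amphetamine-treated mice and 3.96% in controls in the authors' deposited table. This fell by 0.929 percentage points, less than the authors' SDs of 1.63 and 1.39 (p = 0.330 and adjusted p = 0.940 from limma). Of the 14 tiles across Lmx1b, 5 were higher and 9 lower after treatment. The tile from 33615001 to 33620000, inside the gene, was chosen after its values were seen and had the smallest p-value: the authors' deposited table gives 3.91% after amphetamine and 12.3% in controls, an unadjusted limma p-value of 0.00703 and an adjusted one of 0.940.
Htr1a encodes a serotonin receptor. Its promoter (ENSMUSG00000021721; chromosome 13, 105442193 to 105444192) had higher mean methylation after amphetamine, 8.46% against 4.03% in the authors' deposited table, with the authors' SDs of 7.36 and 3.36 percentage points (p = 0.537 and adjusted p = 0.959 from limma). Both tiles at Htr1a were higher after treatment.
The paper's text names Ism1 and its Fig 7 names Insm1, both on chromosome 2, so both were read. The Ism1 promoter (139676678 to 139678677) was at 3.56% after amphetamine and 1.73% in controls in the authors' deposited table, with the authors' SDs of 3.60 and 0.967 percentage points and an adjusted limma p-value of 0.940. The Insm1 promoter (146220421 to 146222420) was at 1.02% and 1.69% in the authors' deposited table, with the authors' SDs of 0.803 and 1.43 percentage points and an adjusted limma p-value of 0.943. At these 4 promoters the groups overlapped, and mean coverage was between 245.8 (Htr1a, controls) and 1397 (Lmx1b, amphetamine).

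**Figure D2:**
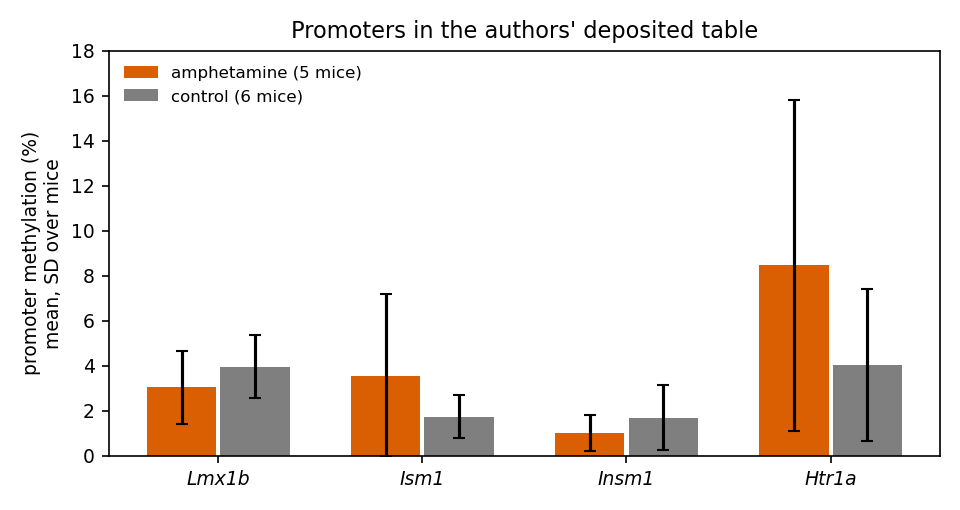
Promoter methylation (y axis, percent) of Lmx1b, Ism1, Insm1 and Htr1a in amphetamine-treated (orange) and control mice (grey), as group means in the authors' deposited table. Error bars are the authors' SDs over 5 and 6 mice, drawn down to 0% at most, and overlap at each gene.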

Notably, we find hypomethylated states of critical regulatory regions (close to the transcription start site or promoter) in genes that specify pancreas development (*Lmx1b*,* Ism1*) are implicated upstream to *Pet1/Fev* and involved in 5‐HT‐related pathways (*Htr1a*; Fig 7C1) (Mellitzer *et al*, 2006; Ohta *et al*, 2011). Moreover, we defined sex‐ and amphetamine‐dependent changes in DNA methylation for, e.g., *Gria1* (glutamate receptor subunit) and *Homer2* (postsynaptic scaffolding protein), which regulate sensitivity to glutamate (Fig 7C2). 

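Gria1 spans 57011387 to 57330244 on chromosome 11 (ENSMUSG00000020524, mm10). Its methylation over the whole gene was 74.0% in females and 68.6% in males in the authors' deposited table, with the authors' SDs of 2.41 and 2.20 percentage points. The difference of 5.43 percentage points exceeded both SDs, with an unadjusted limma p-value of 0.00868 that became 0.578 after adjustment over all genes in the authors' deposited table, and the ranges of the sexes overlapped. Of the 29 tiles across Gria1, 19 were higher and 9 lower in females, 4 had an unadjusted limma p-value under 0.05, and the lowest adjusted one was 0.883. In 1 tile the sexes did not overlap. Differences over the tiles ran from -41.9 to 57.8 percentage points. The tile from 57265001 to 57270000 was chosen after its values were seen and had the smallest p-value. It was at 76.5% in females and 18.7% in males, with an unadjusted limma p-value of 0.0111. The Gria1 promoter was at 1.28% in females and 1.49% in males in the authors' deposited table, a difference in the opposite direction and below the SDs.
The Homer2 promoter (ENSMUSG00000025813; chromosome 7, 81706426 to 81708425) was at 1.11% in females and 4.29% in males in the authors' deposited table, with the authors' SDs of 0.913 and 2.27 percentage points (p = 0.0916 and adjusted p = 0.908 from limma). Over the Homer2 gene the sexes were at 63.2% and 61.8% in the authors' deposited table, so the direction differed from that at the promoter. Of its 18 tiles, 2 had an unadjusted limma p-value under 0.05.
For amphetamine against control, the Gria1 gene was at 72.5% and 70.7% in the authors' deposited table (adjusted p = 0.954 from limma) and the Homer2 promoter at 1.83% and 3.16% (adjusted p = 0.978 from limma). In this comparison 0 of the 29 tiles of Gria1 and 0 of the 18 tiles of Homer2 had an unadjusted limma p-value under 0.05.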

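The 500 hypermethylated and the 500 hypomethylated promoters of best combined rank for amphetamine against control were taken from the authors' deposited table. Their median absolute differences were 20.2 and 23.8 percentage points, against 1.79 for all promoters. Of the 500 hypermethylated promoters, 5 had an adjusted limma p-value under 0.05 and 121 an unadjusted one. Of the 500 hypomethylated promoters, these numbers were 6 and 112. The largest unadjusted p-values within the lists were 0.243 and 0.258. The promoters in these lists had lower coverage than the others, with a median of 55.7 (hypermethylated) and 48.3 (hypomethylated) against 208 for all promoters. They also had fewer CpG sites within reach of reads, a median of 14 and 11 against 30. Coverage is read here as a sum over the CpG sites of a region, so fewer sites lower it at equal depth. Ranked by p-value alone, the hypermethylated list had a median of 31 reachable CpG sites and the hypomethylated list one of 16. In 21.6% and 26.8% of the listed promoters the SD was 0 in a group.
Gene ontology terms were not tested here. For serotonin-related genes, a list of 26 symbols was written before the data were examined (synthesis, transport, breakdown, receptors and Fev), of which 19 have a promoter in the tables. Their median difference between amphetamine and control was 0, with 9 higher and 8 lower, at the 60.4th percentile of 10000 random lists matched on reachable CpG sites. Of these, 0 were among the 500 hypermethylated and 1 was among the 500 hypomethylated promoters. Over all promoters 0 of the 19 had an adjusted limma p-value under 0.05, and 1 had an unadjusted one. Adjusted over the list alone, 1 was under 0.05: Slc18a2, the vesicular monoamine transporter, with 0.0317. Its promoter (chromosome 19, 59259378 to 59261377, mm10) was at 4.13% after amphetamine and 0.224% in controls in the authors' deposited table, with the authors' SDs of 0.646 and 0.369 percentage points, and every treated mouse lay above every control. It was singled out after its values were seen, its adjusted p-value over all promoters was 0.631, and non-overlap of this kind was no more frequent than by chance across promoters. Over gene bodies, where 26 of the 26 symbols were found, the list's median was 1.54 percentage points higher after amphetamine, with 16 genes higher and 10 lower, at the 99.2nd percentile of the random lists, and 0 of the 26 genes had an unadjusted p-value under 0.05.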

Even though the sample size of our analysis constitutes a potential confound, gene ontology (GO) enrichment analysis (Falcon & Gentleman, 2007) of genes for the “top 500” most perturbed promoters using amphetamine treatment as variable showed differences in an unexpectedly large number of pathways (Fig 7D), with 5‐HT‐related gene networks and regulatory gene sets most severely affected. 

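For pancreas specification, a list of 34 symbols of transcription factors was written before the data were examined, of which 32 have a promoter in the tables. It includes genes that the paper singled out from these mice (Lmx1b, Insm1 and Fev), so for them it is not independent evidence. The median difference between amphetamine and control over these promoters was -0.0141 percentage points, with 16 higher and 16 lower, at the 51.4th percentile of matched random lists (95% of random medians lay between -0.590 and 0.601 percentage points). Adjusted over the list alone, 0 promoters had a p-value under 0.05, and 0 had an unadjusted p-value under 0.05. The lowest was that of Bhlha15, 0.0715 from limma in the authors' deposited table, with a mean coverage of 1.80 and 2.83. The median coverage over the list was 412. As the DNA came from homogenized pancreas, neither this list nor the serotonin list bears on β cells alone.
Among the genes the paper measured in newborn pancreas by other means, the Neurod1 promoter had 13.1% methylation after amphetamine and 5.07% in controls in the authors' deposited table (the authors' SDs 5.58 and 3.88 percentage points, p = 0.170 and adjusted p = 0.940 from limma). The promoters of Pdx1 (4.51% and 3.25%) and Nkx6-1 (3.48% and 4.39%) differed by less than the SDs in the authors' deposited table. The promoter of Slc6a4, the serotonin transporter, was at 4.07% and 3.01% in the authors' deposited table. Gcg was at 80.0% and 90.0% in the authors' deposited table with a mean coverage of 21.8 and 25.7, values in 5 and 5 mice and the authors' SDs of 44.7 and 22.4 percentage points. Tph2 has no promoter in the tables, and its gene body was at 74.5% and 72.4% in the authors' deposited table. Over the 12 promoters in the tables for the set of genes chosen before the data were examined (those the paper names for DNA methylation, and Slc6a4, Tph2, Gcg, Pdx1, Neurod1 and Nkx6-1; Slc18a2 was not in this set), 7 were higher and 5 lower after treatment, 0 had an unadjusted limma p-value under 0.05, and the smallest was 0.170.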

Cumulatively, these data suggest that amphetamine permanently deregulates 5‐HT signaling and affects regulatory gene networks hierarchically placed above *Pet1/Fev* and *Ins* to produce lifelong pancreas dysfunction.

## Discussion

Glucose homeostasis is maintained by hormone release from the endocrine pancreas. If this function is compromised, the body loses its ability to regulate blood glucose levels, which is causal to developing diabetes mellitus (both type 1 and 2) (Roder *et al*, 2016). Here, we show that prenatal exposure to the commonly abused psychostimulants amphetamine, cocaine, and methamphetamine leaves offsprings’ glucose homeostasis permanently impaired, leading to glucose intolerance. Earlier, cytotoxic effects of psychostimulants were reported in the brain (Costa *et al*, 2013). However, we show that psychostimulants at doses known to induce behavioral effects in mice (Barenys *et al*, 2010; Lee *et al*, 2011; Khoradmehr *et al*, 2015) do not modify pancreatic islet cytoarchitecture *in utero*. Instead, these drugs impose functional modifications enduring into the adulthood of affected offspring. Our findings on reduced 5‐HT signaling and *Pet1/Fev* expression are compatible with permanently decreased 5‐HT levels in the brains of rats prenatally exposed to cocaine (Henderson & McMillen, 1993). However, we find that it is not *Pet1/Fev* itself whose expression is directly impacted by psychostimulants. Instead, the many regulatory genes and archetypical transcription factors that drive pancreas specification (and particularly β cell differentiation) undergo long‐term and sex‐specific epigenetic modifications at the level of DNA methylation, thus being poised to impose lifelong expressional deregulation of insulin production.

The pharmacology of psychostimulant drugs is intensely studied (Volkow & Morales, 2015), particularly because of the many “legal highs” and synthetic compounds entering the recreational market (Korpi *et al*, 2015). Even though the biological half‐life of amphetamine, methamphetamine (5–30 h), and cocaine (0.7–1.5 h) differs significantly, they affect intercellular communication by monoamines, with varying affinities for VMAT2 and cell‐surface reuptake transporters (NET, DAT, and SERT) (Pifl *et al*, 1995; Kitanaka *et al*, 2006; Steinkellner *et al*, 2014; Ross *et al*, 2015; Sitte & Freissmuth, 2015). The powerful psychoactive effects of these drugs warrant a primary focus on the nervous system. Likewise, the pancreas is another legitimate target in view of its 5‐HT‐, DA‐, and NE‐mediated events, including paracrine communication between α and β cells, auto‐regulatory feedback for hormone release, and the sympathetic control of hormonal output (Sorenson *et al*, 1979; Paulmann *et al*, 2009; Ustione & Piston, 2012; Borden *et al*, 2013; Almaca *et al*, 2016). Even if more indirectly, the appetite‐suppressing effects of psychostimulants (Vicentic & Jones, 2007) also suggest a relationship between neural and endocrine centers defining food intake with the pancreas being central to the peripheral control of energy homeostasis.

By using RNA‐seq, we find SERT (SLC6A4) but not NET (SLC6A2) or DAT (SLC6A3) expressed in human pancreatic β cells, which we confirmed in native mouse β and INS‐1E cells. This finding was functionally substantiated by [^3^H]5‐HT uptake experiments. Even if human and mouse expression profiles correspond at many levels, we caution against the direct translation of the rodent data because critical differences between species exist in, e.g., VMAT2 expression (Schafer *et al*, 2013). When rationalizing our developmental biology results on 5‐HT signaling, one ought to consider that: firstly, a “5‐HT signaling cassette” (i.e., coincident expression of metabolic enzymes, VMAT2, 5‐HT receptors, and SERT) exists in developing and neonatal β cells. This is reminiscent to the early neural organization of 5‐HT signaling including the presence of SERT even before the emergence of serotonin neurons in the brain (by gestational weeks 8 and 15, respectively) (Jacobs & Azmitia, 1992). Moreover, a gradual increase in TPH expression in β cells during pregnancy (Hill, 2017) is critical to promote cell proliferation. Secondly, we show that 5‐HT signaling, while functional in pancreatic primordia producing cell lineages during its secondary transition, can use a variety of 5‐HT receptors. Our human fetal analysis demonstrated the expression of *HTR1B/1F*,* HTR2A/2B/2C,* and *HTR3E* mRNAs during the 1^st^ trimester. These receptors could be precisely assigned to α and β cells by single‐cell RNA‐seq, which distinguished *HTFR1F* (and perhaps *HTFR2B*) as predominant in human β cells. This receptor diversity was confirmed by histochemistry, is compatible with previous findings in mouse (Ohara‐Imaizumi *et al*, 2013), and corroborates HTR1F‐mediated β‐to‐α cell signaling in humans (Almaca *et al*, 2016), as well as Ca^2+^‐dependent auto‐regulation of insulin release upon HTR2B or HTR3 activation (Ohara‐Imaizumi *et al*, 2013). Thirdly, the availability of circulating 5‐HT is regulated by both fetal and maternal 5‐HT sources, the latter including transient placental 5‐HT production (Bonnin *et al*, 2011) from tryptophan precursors (Hill, 2017). Therefore, we posit that the psychostimulant effects seen here could pivot on both indirect (due to the suppression of maternal food intake, subsequent glucose depletion, and placental deregulation) and direct (developmental reprogramming of pancreatic islets) components *in vivo*. Since psychostimulants cross the placenta (Thompson *et al*, 2009), suppress SERT expression and activity, and evoke permanent modifications to *Pet1/Fev* and *Ins* expression only in β cells (note that none of the parameters deviated significantly in α cells), we furnish the concept of direct reprogramming of the fetal pancreas by (meth‐)amphetamine and cocaine.

Even with SERT being a solitary molecular target for psychoactive drugs, Ca^2+^ imaging demonstrated that their acute application rapidly and significantly reduces glucose responsiveness in β cells. Each drug was tested in a broad range of concentrations and exhibited a dose–response relationship for the frequency of Ca^2+^ oscillations. Particularly for 5‐HT itself, the reduced frequency of Ca^2+^ waves coincided with their increased amplitude, which we interpreted as a dynamic resetting and integration of subthreshold Ca^2+^ transients to produce enlarged responses. Given that Ca^2+^ spikes in β cells are considered as indices of primed exocytosis, we entertain the possibility that modulating SERT in β cells could powerfully change the temporal dynamics of insulin release. More broadly, the pathophysiological sign of amphetamine, methamphetamine, and cocaine use during pregnancy was uniform with reduced insulin content in β cells. The fact that escitalopram, a selective SERT inhibitor, as well as genetic *Slc6a4* ablation in mice reminisced amphetamine effects suggests a direct SERT involvement rather than, e.g., the allosteric modulation of 5‐HTR_1A_ or 5‐HTR_1B_ (Borycz *et al*, 2008). This is also conceivable for our *in vitro* studies in which bath superfusion of the drugs could have limited the buildup of extracellular 5‐HT and rendered the engagement of 5‐HT auto‐receptor mechanisms less prominent.

*In utero* psychostimulant exposure rendered hormonal output from the endocrine pancreas deficient in affected offspring. This is not unexpected with experimental evidence on epigenetic modifications mounting for the most common illicit drugs (Dinieri *et al*, 2011; Robison & Nestler, 2011). Particularly for maternal (meth‐)amphetamine abuse during pregnancy, female rather than male offspring exhibit severe deficits in both people (Kogachi *et al*, 2017) and animal models (Castner & Becker, 1996). Histone serotonylation emerges as a novel epigenetic mechanism, which was shown to limit cell differentiation (Farrelly *et al*, 2019). Thus, fetal deregulation of intracellular 5‐HT availability by psychostimulants could contribute to the developmental delay for β cells, which is supported by the reduction of *NeuroD1* and *Nkx6.1* transcription factors in our animal models. Indeed, we found long‐lived intracellular 5‐HT accumulation upon 5‐HT loading of both pancreatic explants and INS‐1E cells, which was occluded by amphetamine. A plausible explanation for this phenomenon is that 5‐HT became covalently bound to glutamine residues of proteins in a reaction catalyzed by transglutaminases. A lifelong change in SERT‐mediated 5‐HT loading could become of pathological significance because residual 5‐HT executes rate‐limiting feedback for insulin secretion by serotonylation of, e.g., *Rab3a* and *Rab27a* GTPases (Paulmann *et al*, 2009), critical for SNARE assembly and the priming of vesicle docking. Considering that DNA hypermethylation was most common amongst genes assigned to 5‐HT release by GO pathway analysis, and 5‐HT is co‐released with insulin from mature β cells (Suckale & Solimena, 2010), we favor the hypothesis that reduced protein serotonylation links adverse psychostimulant effects to epigenetic modifications persisting throughout life in β cells of affected offspring.

In sum, we identify a pathological principle by linking maternal psychostimulant abuse during pregnancy to impaired glucose homeostasis throughout life. Considering the continued rise in the consumption of illicit drugs by young adults, including women of child‐bearing age, we warn against gestational exposure to “5‐HT modifying drugs”, such as amphetamines and cocaine, to minimize harm to the unborn fetus.

## Materials and Methods

### Gene expression analysis in human subjects

Tissue biopsies from terminated foetuses (7–14 gestational weeks) were used to describe mRNA expression patterns for monoamine signaling systems in fetal pancreata (Fig 1). DNA and RNA were extracted using the TRIZOL method (Life Technologies) with quality control performed on an Agilent 2200 Tapestation system (Bio‐Rad) and quantification using Qubit. RNA libraries were then constructed using the TruSeq RNA library preparation kit (Illumina). RNA sequencing was performed on a HiSeq 2000 system (Illumina). Paired‐end 101 bp‐long reads were aligned to the Reference Human Genome Build 37 using STAR. Gene expression was measured as the normalized sum of expression of all exons. The “*dexseq_count*” python script (http://bioconductor.org/packages/DexSeq/) was used to count uniquely mapped reads in each exon. Gene and exon expression normalizations were then performed using the TMM method in edgeR.

Gene–type 2 diabetes relationships were studied in islets from 202 cadaver donors of European ancestry (Nordic Islet Transplantation Programme; http://www.nordicislets.org). All procedures were approved by the ethics committee at Lund University and performed as described (Fadista *et al*, 2014). Briefly, purity of the islets was assessed by dithizone followed by islets culture in CMRL 1066 (ICN Biomedicals) supplemented with 10 mM HEPES, 2 mM l‐glutamine, 50 μg/ml gentamicin, 0.25 μg/ml fungizone (Gibco), 20 μg/ml ciprofloxacin (Bayer Healthcare), and 10 mM nicotinamide at 37°C (5% CO_2_) for 1–9 days prior to RNA preparation. Total RNA was isolated with the AllPrep DNA/RNA Mini Kit (Qiagen). RNA quality and concentration were measured using an Agilent 2100 bioanalyzer (Bio‐Rad) and a Nanodrop ND‐1000 (NanoDrop Technologies), respectively. Samples were stratified based on glucose tolerance estimated from HbA1c, i.e., donors with normal glucose tolerance (HbA1c < 6%, *n* = 123), impaired glucose tolerance (IGT, 6% ≤ HbA1c < 6.5%, *n* = 47), and type 2 diabetes (HbA1c ≥ 6.5%, *n* = 32). A linear model adjusting for age and sex as implemented in the R Matrix eQTL package was used to determine the expression of genes associated with glucose tolerance status. Raw data were base called and de‐multiplexed using CASAVA 1.8.2 (Illumina) before alignment to hg19 with STAR. To count the number of reads aligned to specific transcripts, featureCounts (version 1.4.4, http://bioinf.wehi.edu.au/featureCounts/) was used. Raw data were normalized using trimmed mean of M‐values (TMM) and transformed into log_2_ counts per million (log_2_CPM) using voom (limma R, Bioconductor) before linear modeling. After TMM normalization, batch effects were removed using the Combat function (sva package).

### Single‐cell RNA‐seq of pancreatic islets

Analysis was performed based on a publicly available expression matrix (Segerstolpe *et al*, 2016) from 270 human β cells and 874 human α cells from 6 healthy and 4 type 2 diabetic donors, which was originally generated on human tissue and primary islets from Prodo Laboratories Inc., providing islets isolated from donor pancreata obtained from deceased individuals with research consent from Organ Procurement Organizations. Single‐cell RNA‐seq libraries were produced with the Smart‐seq2 protocol (Segerstolpe *et al*, 2016). Sequencing was carried out on an Illumina HiSeq 2000 generating 43 bp single‐end reads. Sequence reads were aligned toward the human genome (hg19 assembly) using STAR (v2.3.0e), and uniquely aligned reads within RefSeq gene annotations were used to quantify gene expression as RPKMs using the “rpkmforgenes” routine (http://sandberg.cmb.ki.se/media/data/rnaseq/).

### Mice

On embryonic days (E) 14.5, 15.5, and 16.5, pregnant C57BL/6N mice (Charles River) were intraperitoneally injected with amphetamine (*n* > 10; 10 mg/kg body weight), methamphetamine (*n* = 6; 10 mg/kg body weight), cocaine (*n* = 6, 20 mg/kg body weight), or saline (*n* > 10; as control) at an injection volume of 10 ml/kg. All drugs were obtained from Sigma. Wild‐type (*Slc6a4* ^+/+^) and phenotypically *Slc6a4* null fetuses on a C57BL/6J background were generated by mating heterozygous *Slc6a4*‐Cre^+/−^ knock‐in mice (B6.129‐Slc6a4^tm1(cre)Xz^/Cnrm; strain EM:04890 from the European Mouse Mutant Archive) with Cre^+/+^ predicted to completely disrupt *Slc6a4* function (*n* = 4 dams; Appendix Fig S3). Only wild‐type and null littermate offspring were analyzed after daily *in utero* exposure to amphetamine (E14.5–E16.5). On P0, offspring in each litter was randomly chosen and sacrificed for analysis. This was done such that each litter was kept equal in size until weaning. Animals were kept in groups of 6 under standard housing conditions with a 12‐h/12‐h light/dark cycle and food and water available *ad libitum*. Experiments on live animals conformed to the 2010/63/EU European Communities Council Directive and were approved by the Austrian Ministry of Science and Research (66.009/0145‐WF/II/3b/2014, and 66.009/0277‐WF/V/3b/2017). Particular effort was directed toward minimizing the number of animals used and their suffering during experiments.

### GTT assay

Six‐week‐old offspring prenatally treated with amphetamine (five females; 11 males), methamphetamine (three females; 13 males), cocaine (eight females; six males), and saline (11 females; five males) from 3 to 4 pregnancies/drug, as well as 1‐year‐old mice exposed to amphetamine (six females; five males) or saline (five females; three males) *in utero* were analyzed. Animals were fasted overnight (~15 h) with water available *ad libitum*. Blood glucose levels were measured from tail blood using a FreeStyle Lite glucose meter (Abbott Diabetes Care) before (baseline, 0 min), as well as 15, 30, 60, 90, and 120 min after *i.p*. glucose challenge (2 g/kg). Data were expressed as mg/dl blood glucose and analyzed as “area under curve (AUC)”, a descriptor representative of overall change during the sampling period.

### Isolation of pancreatic islets

Islets were obtained after perfusion of the pancreas with Hank's balanced salt solution (HBSS; Invitrogen/Gibco) containing collagenase (type I, 0.33 mg/ml; Sigma) and HEPES (25 mM), followed by purification on Histopaque 1,077 gradients (Sigma) (Szot *et al*, 2007). After repeated washes in HBSS containing 10% fetal bovine serum (FBS), isolated islets were maintained in RPMI‐1640 medium supplemented as above in humidified atmosphere (5% CO_2_) at 37°C overnight prior to measuring hormone release.

### Organotypic cultures of embryonic pancreata

Dorsal pancreatic buds were dissected on E13.5 under a stereoscope and cultured on 0.4 μm pore‐sized filters (Millicell‐CM; Millipore) in DMEM (Gibco) supplemented with N2 (Gibco) and streptomycin–penicillin–glutamine (Gibco) (Serafimidis *et al*, 2017). Equivalent to E14.5, E15.5, and E16.5 (i.e., 1–3 days *in vitro* (DIV)), explants were transferred to fresh medium that had optionally been supplemented with amphetamine (10 μM), cocaine (10 μM), methamphetamine (10 μM), or 5‐HT (0.5 μM; Tocris). On DIV4, all explants were transferred to fresh medium and cultured for 2 more days. Culture media were then collected with explants either fixed for immunohistochemical analysis or snap frozen for gene expression profiling. Quantitative analysis was performed using ImageJ1.45 with appropriate plug‐ins on *n* = 4–6 explants/group.

### RNA isolation and gene expression analysis

Total RNA from P0 pancreata, as well as adult pancreatic islets, was isolated using the Aurum Total RNA Mini Kit (Bio‐Rad) followed by DNase digestion. cDNA was prepared by reverse transcription with random primers using a High‐capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative PCR analysis (CFX Connect, Bio‐Rad) was performed using 50 ng of cDNA template, iTaq Universal SYBR Green Supermix (Bio‐Rad), and specific primer pairs (Table 1).

**Table 1:** Primer sequences used for quantitative analysis in this study

Gene	Primer sequence	Species
*Gapdh*	Forward: 5′‐AACTTTGGCATTGTG‐3′	Mouse
	Reverse: 5′‐ACACATTGGTAG‐3′	
*Gcg*	Forward: 5′‐TACACCTGTTCGCAGCTCAG‐3′	Mouse
	Reverse: 5′‐CTCTGTGTCTTGAAGGGCGT‐3′	
*Gcg*	Forward: 5′‐AGGAACCGGAACAACATTGC‐3′	Rat
	Reverse: 5′‐CCTTTCACCAGCCAAGCAAT‐3′	
*Htr2b*	Forward: 5′‐TGTTTGTGATGCCGATTGCC‐3′	Mouse
	Reverse: 5′‐AGTTGCACTGATTGGCCTGA‐3′	
*Ins1*	Forward: 5′‐CCACCCAGGCTTTTGTCAAA‐3′	Mouse
	Reverse: 5′‐CCAGTTGTTCCACTTGTGGG‐3′	
*Ins1*	Forward: 5′‐GTGGGGAACGTGGTTTCTTC‐3′	Rat
	Reverse: 5′‐TGCAGCACTGATCCACAATG‐3′	
*Ins2*	Forward: 5′‐CCACAAGTGGCACAACTGGA‐3′	Mouse
	Reverse: 5′‐CTACAATGCCACGCTTCTGC‐3′	
*Ins2*	Forward: 5′‐GTGACCAGCTACAGTCGGAA‐3′	Rat
	Reverse: 5′‐GAGCTTCCACCAAGTGAGAAC‐3′	
*NeuroD1*	Forward: 5′‐GCTCCAGGGTTATGAGATCGT‐3′	Mouse
	Reverse: 5′‐CATCTGTCCAGCTTGGGGGA‐3′	
*Nkx6‐1*	Forward: 5′‐GCACGCTTGGCCTATTCTCT‐3′	Mouse
	Reverse: 5′‐GAAGTCCCCTTGAGCCTCTC‐3′	
*Pet1/Fev*	Forward: 5′‐AGATCCCGTCGGAGATGGTC‐3′	Mouse
	Reverse: 5′‐GGTCGGTGAGCTTGAACTCG‐3′	
*Pdx1*	Forward: 5′‐ACTTAACCTAGGCGTCGCAC‐3′	Mouse
	Reverse: 5′‐AGCTCAGGGCTGTTTTTCCA‐3′	
*Slc6a4*	Forward: 5′‐GGCGCGAGGGTCGAG‐3′	Mouse
	Reverse: 5′‐ATGCTGGTCAGTCAGTG‐3′	
*Tbp*	Forward: 5′‐ACCCCTTCACCAATGACTCCTATG‐3′	Mouse
	Reverse: 5′‐ATGACTGCAGCAAATCGCTTGG‐3′	
*Tbp*	Forward: 5′‐ACAGCCTTCCACCTTATGCT‐3′	Rat
	Reverse: 5′‐ GCTGCTGTCTTTGTTGCTCT‐3′	
*Tph2*	Forward: 5′‐TCTACACCCCGGAACCAGAT‐3′	Mouse
	Reverse: 5′‐GCAAAGGCCGAACTCGATTG‐3′	

qPCR products were performed with primer pairs amplifying short fragments for each gene. Primer pairs were custom‐designed to efficiently anneal to homologous nucleotide sequences from mouse.

### HEK293 cells, transfection, and maintenance

Human embryonic kidney (HEK) 293 cells were grown in minimum essential medium with Earle's salts and l‐glutamine, 10% heat‐inactivated FBS, and gentamicin (50 mg/l; all from Sigma). Cells were typically grown in 60‐ or 100‐mm tissue culture plates (polystyrene, Falcon) at 37°C in 5% CO_2_ atmosphere. The human SERT (SLC6A4) was stably expressed using a pRc/CMV vector (Thermo Fisher; Ca‐phosphate transfection) followed by selection with G418 (1 mg/ml) as described (Pifl *et al*, 1996).

### Tissue preparation and immunohistochemistry

Adult mice were transcardially perfused with ice‐cold 0.1 M Na‐phosphate buffer (PB), followed by 4% paraformaldehyde (PFA) in PB (100 ml at 3 ml/min flow speed). Pancreata were rapidly dissected and post‐fixed in 4% PFA overnight. P0 mice were sacrificed with their torsos immersion fixed in 4% PFA overnight. After equilibrating in 30% sucrose for 48–72 h, tissues were cryosectioned at either 14 μm (adult and P0) or 8 μm (E14.5) thickness (Leica CM1850) and thaw‐mounted onto SuperFrost^+^ glass slides. After rinsing in 0.1 M PB, specimens were exposed to a blocking solution composed of 0.1 M PB, 10% normal donkey serum, 5% BSA, and 0.3% Triton X‐100 for 3‐h followed by 48‐h incubation with select combinations of primary antibodies (Table 2). Carbocyanine (Cy)2,3 or 5‐conjugated secondary antibodies (1:300, Jackson ImmunoResearch) were applied in 0.1M PB supplemented with 2% BSA (20–22°C, 2 h). Nuclei were routinely counterstained with Hoechst 33342 (1:10,000; Sigma). Histochemical detection of Pdx1 required antigen retrieval, e.g., incubating glass‐mounted sections in 1× target retrieval solution (pH 6.0, Dako) at 95°C for 15 min followed by repeated washes in 0.1 M PB. Sections were coverslipped using Fluoromount aqueous mounting medium (Sigma). Tissues were photographed on a Zeiss LSM880 laser‐scanning microscope equipped with a Plan‐Apochromat 20×/air objective at 1.0–2.5× optical zoom. Images were acquired in the ZEN2010 software package. Quantitative analysis was performed using ImageJ1.45 with appropriate plug‐ins on *n* ≥ 3/group with *n* = 8–10 islets per animal analyzed. Multi‐panel images were assembled in CorelDraw X7 (Corel Corp.).

**Table 2:** List of antibodies used in this study

Antibody	Source	Concentration	Supplier & Cat. No.
5‐HT	Rabbit	1:100 (IHC)	Dr. T.F. Görcs^a^
		1:400 (WB)	
5‐HTR1A	Rabbit	1:65 (IHC)	Atlas/Sigma, #HPA018073
5‐HTR1F	Rabbit	1:50 (IHC)	Atlas/Sigma, #HPA005555
Β‐Actin	Mouse	1:2,000 (WB)	US Biological, #A0760‐40
Glucagon	Mouse	1:2,000 (IHC)	Sigma, #G2654
Insulin	Guinea pig	1:500 (IHC)	DAKO, #A0564
	Mouse	1:500	Cell Signaling, mAb#8138
	Rabbit	1:450	Cell Signaling, mAb#3014
PDX1	Rabbit	1:500	Cell Signaling, mAb#5679
SERT	Guinea pig	1:100 (IHC)	Chemicon, #AB1772
		1:500 (WB)	Santa Cruz, #sc‐1458
TPH2	Rabbit	1:100	Atlas/Sigma, #HPA046274

5‐HT, 5‐hydroxytryptamine (serotonin); 5‐HTR1A, 5‐hydroxytryptamine receptor 1A; 5‐HTR1F, 5‐hydroxytryptamine receptor 1F; PDX1, pancreatic and duodenal homeobox 1; SERT; Serotonin transporter; TPH2, Tryptophan hydroxylase 2.

Commercially available primary antibodies (except for 5‐HT) were used for immunohistochemistry. Vendors and catalogue numbers (Cat. No.) are given for reasons of reproducibility.

a Dr. Tamás F. Görcs (formerly of Semmelweis University, Budapest Hungary) passed away on 14.01.2014.

### Optical tissue clearing and light‐sheet microscopy

Pancreata were excised *en bloc*, repeatedly washed in PB, and optically cleared by immersion in “CUBIC reagent 1” (25% urea, 25% *N,N,N′,N*′‐tetrakis(2‐hydroxypropyl)ethylenediamine and 15% Triton X‐100) for 1 week (Susaki *et al*, 2014). Insulin immunohistochemistry was performed by first blocking the specimens in 2% BSA, 5% NDS in 0.1M PB for 3–6 h, and then exposing the specimens to rabbit anti‐insulin antibody (1:450; Table 2) in 0.1% BSA, 2% NDS, 5% DMSO, and 0.3% Triton X‐100 on an orbital shaker at 37°C for 7 days. This incubation step was followed by repeated rinses in 0.1M PB with subsequent exposure to Cy2‐conjugated secondary antibody raised in rabbit (1:400; Jackson) at 37°C for 5 days. Samples were then rewashed in PB and submerged in “CUBIC reagent 2” (50% sucrose, 25% urea, 10% *2,20,20*′‐nitrilotriethanol, and 0.1% Triton X‐100) for further clearing (additional 5–8 days). Cleared tissues were imaged in “CUBIC reagent 2” with a measured refractory index of 1.45 orthogonal on a Lightsheet Z.1 (Zeiss) microscope using a 5× detection objective, 5× illumination optics, and laser excitation at 488 nm. Each plane was illuminated from a single side with images captured at 0.9× optical zoom at 3.5‐μm *z*‐stack intervals and an exposure time of 150 ms. Three‐dimensional‐rendered images were visualized with Arivis Vision4D for Zeiss (v. 2.12). Brightness and contrast of the images were manually adjusted to aid visual clarity. Quantitative analysis was performed in Arivis. Optionally, tissue clearing involved the simultaneous detection of insulin (1:500; Dako) and glucagon, with mouse anti‐glucagon (1:500; Sigma) and Cy3‐conjugated donkey anti‐mouse used as secondary antibody (1:400; Jackson) for the latter.

### High‐performance liquid chromatography

INS‐1E cells were seeded at a density of 650,000 cells/well in 6‐well plates and serum starved overnight. Subsequently, cells were exposed to 5‐HT (5 μM) for 45 min (in duplicate). After washing in ice‐cold 0.05 M phosphate‐buffered saline (2×), samples were scraped into 300 μl of perchloric acid and Na‐bisulfite (final concentrations are 0.1 M and 0.4 mM, respectively), ultrasonicated, and centrifuged at 16,100 *g* for 10 min. For the determination of intracellular 5‐HT levels, 100 μl supernatant was injected directly into a HPLC system equipped with a LiChroCART^®^ 250‐4 column (RP18μ, 5 μm, VWR) and a BAS electrochemical detector (Bioanalytical System). The mobile phase consisted of 0.1 M sodium acetate buffer (pH 4.3) containing 1 mM EDTA, 0.2 mM l‐heptane sulfonic acid, 0.1% triethylamine, 0.2% tetrahydrofuran, and 10% methanol.

### Radiolabeled ligand uptake and associated pharmacology

INS‐1E cells were seeded at a density of 250,000 cells/well in 24‐well plates and incubated with 0.3 μM [^3^H]5‐HT, [^3^H]DA, or [^3^H]NE (all from Perkin Elmer) in uptake buffer with/without escitalopram (10 μM; SERT inhibitor) or mazindol (10 μM, Novartis; dual DAT/NET inhibitor) at 37°C for 5 min. To test whether VMAT2 is operational and contributes to amphetamine effects in INS‐1E cells, we exposed samples (250,000 cells/well grown for 3 days *in vitro*) to 0.1 μM [^3^H]5‐HT in uptake buffer containing 3, 6, or 15 mM D‐glucose in the absence or presence of reserpine (300 nM, Sigma; a VMAT2 inhibitor) or escitalopram (10 μM, Sigma; SERT inhibitor) at 37°C for 45 min. Intracellular [^3^H] was measured in a scintillation counter (Beckman) and considered as a 1:1 indicator of catecholamine content.

### Ca^2+^ imaging

Ca^2+^ responses of INS‐1E cells were recorded using Fura‐2AM (Invitrogen). Ratiometric imaging (Malenczyk *et al*, 2017) was performed by using a VisiChrome monochromator (Visitron Systems), and CoolSnap HQ^2^ back‐cooled camera (Photometrics) mounted onto a Zeiss Axiovert microscope equipped with a water‐immersion 20×/differential interference contrast objective (Plan‐Apochromat/N.A. 1.0). Ca^2+^ responses were recorded using the VisiView software (Visitron Systems) and evaluated in GraphPad Prism 7 (GraphPad). Measurements were performed in standard Krebs‐Ringer basic external solution containing (in mM): 119 NaCl, 2.5 KCl, 1 NaH_2_PO_4_, 1.5 CaCl_2_, and 1.5 MgCl_2_, 20 HEPES, and “high” (11) or “low (3) glucose (pH 7.4). Drugs were directly applied into the recording chamber at the final concentrations indicated. Experiments were performed at 25°C.

### *In vitro* electrophysiology

HEK293 cells at a density of 1.5 × 10^4^ were split onto poly‐D‐lysine‐coated glass coverslips (12 mm in diameter) 48 h prior to electrophysiological recordings. HEK293 cells were kept in Krebs‐Ringer solution that served as external solution with a composition (in mM): 119 NaCl, 2.5 KCl, 1 NaH_2_PO_4_, 1.5 CaCl_2_, and 1.5 MgCl_2_, 20 HEPES, 11 glucose (pH 7.4). For whole‐cell recordings, patch pipettes were pulled from borosilicate glass with a programmable Flaming‐Brown micropipette puller (P‐100; Sutter Instruments), heat‐polished to a final tip resistance of 4–5 MΩ, and filled with (in mM): 140 KCl, 2 MgATP, 0.5 EGTA, and 10 HEPES (pH 7.4 was adjusted with kOH). Whole‐cell currents were recorded by clamping the cells at −70 mV holding potential and continuously superfused with either bath or drug‐containing solutions (25 μM amphetamine, 10 μM cocaine, 5 μM methamphetamine, or 10 μM escitalopram) through a peristaltic pump at a flow rate of 2 ml/min. Recordings were made on an EPC‐10 triple amplifier controlled by PatchMaster 2.80 (HEKA) at 25°C. Traces were filtered and analyzed off‐line using ClampFit (Axon Instruments).

### Quantitative Western blotting with total protein normalization

Total protein labeling was initiated by adding Cy5 dye reagent (GE Healthcare) that had been pre‐diluted (1:10) in ultrapure water. Samples were mixed and incubated for 5 min at 21–24°C. The labeling reaction was terminated by adding Amersham WB loading buffer (GE Healthcare; 20 μl/sample) containing 40 μM DTT. Samples were then boiled at 95°C for 3 min with equal amounts (20 μg/40 μl) and subsequently loaded onto an Amersham WB gel card (13.5%). Electrophoresis (600 V, 42 min) and protein transfer onto polyvinylidene‐difluoride membranes (100 V, 30 min) were at default settings in an integrated Amersham WB system (GE Healthcare) for quantitative SDS–PAGE and Western blotting of proteins with fluorescence detection. After blocking, membranes were incubated with rabbit anti‐5HT antibody (1:400, kindly provided by T.J. Görcs) overnight. Antibody binding was detected by using species‐specific (anti‐rabbit) Cy3‐labeled secondary antibodies (1:1,000; GE Healthcare). Membranes were dried before scanning at 560 nm excitation. Automated image analysis was performed with the Amersham WB evaluation software with manual optimization if necessary.

### Chromatin accessibility by ATAC‐seq

Open chromatin mapping was performed with the assay for transposase accessible chromatin (ATAC‐seq) (Buenrostro *et al*, 2015) with minor modifications (Rendeiro *et al*, 2016). In each experiment, 1 × 10^5^ INS‐1E cells were incubated in the transposase reaction mix (12.5 μl 2× TD buffer, 2 μl T_N_5 transposase (Illumina), 0.1% NP‐40, and 10.25 μl nuclease‐free water) at 37°C for 30 min. After DNA purification with the MinElute kit (Qiagen), 1 μl of the eluted DNA was used in a qPCR product to estimate the optimum number of amplification cycles. Library amplification was followed by SPRI size selection to exclude fragments larger than 1,200 bp. DNA concentration was measured with a Qubit fluorometer (Life Technologies). Sequencing was performed on an Illumina HiSeq 3,000/4,000 instrument in single‐end 50 bp mode. Raw sequencing data were processed by *atacseq* NextFlow pipeline (Dockerfile v.1.0.0) to perform library‐level quality control and analysis. Merged bigWigs were normalized, peaks called, consensus sets created, counted, and processes for differential accessibility. Interactive genome browser tracks are available at the UCSC portal (http://bit.ly/AMPHpanDifMeth).

### DNA and RNA extraction from frozen pancreas tissues

Pancreas samples were homogenized by using a TissueLyser II (Qiagen) with the following settings: 4 × 30 s, 30 Hz with RNAse/DNAse‐free ceramic beads. Tissues were dissolved in RLT lysis buffer of the DNA/RNA Allprep Kit (Qiagen) following the manufacturer's instructions. DNA quality (fragmentation) was checked on an 0.8% agarose gel.

### DNA methylation

Extracted DNA was subjected to the reduced representation bisulfite sequencing (RRBS) workflow as described previously (Klughammer *et al*, 2018). One hundred ng of DNA was digested at 37°C for 12 h with 20 units of *MspI* and *TaqI* (New England Biolabs) in 30 μl of 1× NEB buffer 2. Fill‐in and A‐tailing were performed by addition of Klenow fragment 3′ > 5′ exo‐ (New England Biolabs) and dNTP mix (10 mM dATP, 1 mM dCTP, 1 mM dGTP). After ligation to methylated Illumina TruSeq LT v2 adaptors using Quick Ligase (New England Biolabs), the libraries were size selected by performing a 0.75× cleanup with AMPure XP beads (Beckman Coulter). The libraries were pooled in equal amounts based on qPCR data and bisulfite converted using the EZ DNA Methylation Direct Kit (Zymo Research). Bisulfite‐converted libraries were enriched, and quality control was performed using Qubit dsDNA HS (Life Technologies). Fragment length was assessed using high‐sensitivity DNA chips on a Bioanalyzer 2000 (Agilent). Sequencing was performed on an Illumina HiSeq 3,000/4,000 instrument in single‐end 50 bp mode. Raw *fastq* files were processed within the *NextFlow methylseq* pipeline (Dockerfile v.1.3) with –aligner bismark –singleEnd –genome mm10 –rrbs parameters to obtain methylation coverage. Next, RnBeads (Muller *et al*, 2019) were used for quality control and initial analysis of the DNA methylation data according to established practices (Bock, 2012). We summarized CpGs in 1,000 kb bins and performed differential DNA methylation analysis between amphetamine treatment (*n* = 5) versus control (*n* = 6) or male (*n* = 5) versus female (*n* = 6) datasets using *limma* (Ritchie *et al*, 2015) (FDR‐adjusted *P*‐value < 0.05, fold change > 1.5, absolute difference > 25 percentage points). 

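Every tile in the tables spans 5000 bp, and 259709 of the 259716 tiles have a p-value for amphetamine against control. All mice had reads in 79.5% of the tiles, and 86.9% had a mean coverage of at least 10 in both treatment groups. Of the 101 tiles past the thresholds for treatment in the authors' deposited table, 100 had an SD of 0 in a group and 77 a mean coverage under 10 in a group, which left 24 at a coverage of at least 10 in both. Of the 281 tiles past them for sex, 52 lie on the X chromosome, 89 on the Y chromosome and 140 on autosomes, and 84 had a mean coverage of at least 10 in both sexes. Among the 140 autosomal tiles, 137 had an SD of 0 in a group and 100 a mean coverage under 10 in a group, so the same limit holds for them. The median methylation of tiles was 83.3% after amphetamine and 83.5% in controls, and the median difference between these groups was 0, with 48.0% of tiles higher and 49.8% lower. Between the sexes it was 0.619 percentage points higher in females (54.1% of tiles higher and 43.8% lower).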

The relative over‐representation of hypermethylated and hypomethylated tiles was used for GO pathway enrichment analysis (Falcon & Gentleman, 2007). Additionally, we performed base‐pair level and region level (for promoters) analysis using *methylKit* (Akalin *et al*, 2012) on Bismark methylation call output files. We used both Fisher's exact test on pooled samples and the χ^2^ test with overdispersion correction on covariates (sex or treatment factor) to independently compare sample sets against examined factors (Wreczycka *et al*, 2017). To show a lack of intersections, we visualized six sets of comparisons and CpG island relatedness for all obtained methylation events with *UpSetR* (Conway *et al*, 2017).

### Statistics

All experiments were performed in triplicate unless stated otherwise. Data were expressed as means ± SD or means ± SEM (as indicated). Fold changes represent the percentage change from the mean control value in individual experiments. A *P*‐value of < 0.05 was considered statistically significant. Except for analysis of sex differences in 6‐week‐old animals (histochemistry, GTT, and body weight), all samples were pooled. Differences between treated (amphetamine, methamphetamine, cocaine) and control groups were analyzed using one‐way ANOVA (*post hoc* pair‐wise comparison). Data from Ca^2+^‐imaging experiments were statistically assessed by paired Student's *t*‐test. Pearson correlation was used to assess linkage between pairs of parameters.

## Author contributions

TH conceived the general idea of research; KM, MF, RAR, LG, TGMH, and TH designed experiments; GL, CB, DDP, LG, TGMH, and TH procured funding for experimental work; SK, MK, KM, RBP, EOT, VC, SR, VG, JP, SH, JS, SNR, AZ, OA, IA, EK, and CP performed experiments and analyzed data; and JM provided unique reagents. TH wrote the manuscript with input from all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Movie EV1 Click here for additional data file.

Movie EV2 Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

Interactive genome browser tracks for all genes detected (DNA methylation/RRBS analysis) are available at the UCSC portal (http://bit.ly/AMPHpanDifMet) as well as in GEO (accession no. GSE140072).

# Supplementary material for: Life‐long impairment of glucose homeostasis upon prenatal exposure to psychostimulants
**Source:** EMBO J. 2019 Nov 21;39(1):e100882. doi: 10.15252/embj.2018100882
**Supplement:** Supplementary file 3 — Movie EV1

Movie EV1. Lightsheet microscopy saline/control P0 tissue. Three-dimensional reconstruction of new-born pancreata after prenatal amphetamine or vehicle exposure by light-sheet microscopy. Tissues were opticallycleared *en bloc* and immunolabelled for insulin. High-resolution rendering of insulin+pancreatic islets is shown in Figure 5B,B1.

# Supplementary material for: Life‐long impairment of glucose homeostasis upon prenatal exposure to psychostimulants
**Source:** EMBO J. 2019 Nov 21;39(1):e100882. doi: 10.15252/embj.2018100882
**Supplement:** Supplementary file 4 — Movie EV2

Movie EV2. Lightsheet microscopy P0 amphetamine. Three-dimensional reconstruction of new-born pancreata after prenatal amphetamine or vehicle exposure by light-sheet microscopy. Tissues were opticallycleared *en bloc* and immunolabelled for insulin. High-resolution rendering of insulin+pancreatic islets is shown in Figure 5B,B1.

How the deposited data were processed for this re-analysis (not part of the article)

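DNA methylation was measured by RRBS in the pancreas of 11 mice at postnatal day 0, 5 from dams treated with amphetamine (10 mg/kg by the paper) and 6 from control dams, of which 6 were female and 5 male. The authors digested DNA with MspI and TaqI, sequenced single-end reads, aligned them to mm10 with Bismark in the NextFlow methylseq pipeline, summarized CpGs per region with RnBeads and tested regions with limma. The versions of Bismark and limma are not named in the paper's text. The values start from 8 tables deposited by the authors, for promoters, genes, CpG islands and 5000 bp tiles in 2 comparisons, amphetamine against control and female against male.

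In these tables the methylation of a group is a fraction that the authors averaged over the mice with reads, printed here as a percent. The authors' SD, lowest and highest value per group, and the number of mice with reads were used as deposited. Coverage is a signal that the authors averaged over the mice of a group and did not normalize for depth. It is read here as summed over the CpG sites of a region, which the paper's text does not state. The depth per mouse was not analysed here, only the mean and lowest coverage of each region in a group. The p-values and q-values (adjusted p-values) are the authors' from limma, with no covariate named in the paper's text and no statement of whether they are one-sided or two-sided. The log2 quotient is the authors' log2 of the ratio of group means after adding 0.01 to each. The combined rank is the authors' score for ordering regions, the worst of the ranks by p-value, difference and quotient. The differences, quotients, Benjamini-Hochberg adjustment and gaps between group ranges were checked by recomputing them from the deposited columns. Chromosome lengths of the mouse reference genome used here (GRCm38, the same assembly as mm10) were checked against the tile positions. Promoters run from 1500 bp upstream to 500 bp downstream of the gene start, which holds for 100% of the 20667 promoters with a gene in the tables.

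From the tables, regions past the paper's thresholds (adjusted p-value under 0.05, fold change above 1.5, difference above 25 percentage points) were counted. The plan, written before the data were examined, asked for counts of measured CpG sites and for limma on values per mouse if the files held them. These were not analysed here, so that leaving out each mouse and other splits of the mice were not run, the authors' tests were used as they stand, and the CpG sites that reads can reach were counted in the reference instead, as those within 50 bp of an MspI or TaqI site. The filter at 3 such sites keeps 24018 of 24391 promoters and so changes little. Groups that do not overlap were counted from the authors' gap between group ranges, over regions with reads in all mice, and set beside the exact share that the 462 splits of the mice give. That count, and the filter on an SD above 0 in both groups, were chosen after the data were seen. The share by chance treats the mice as exchangeable and takes no account of litters.

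Treatment and sex are compared over the same mice, so their differences are correlated by chance. The value to set beside the observed one came from 20 simulations of unchanged mice, drawn from a beta distribution with each promoter's mean and SD. The gene lists were compared with 10000 random lists of the same size, each gene replaced by 1 of the 100 promoters nearest in reachable CpG sites. The steps were tested on simulated data for 24391 promoters in the comparison of amphetamine against control: of 200 promoters shifted by 4 SD, 94.5% separated the groups, 100% in the right direction, and 0.430% of the unchanged ones did (0.433% by chance). The simulated mice were drawn independently, without ties, bounds or missing values. The match to chance therefore checks the counting only. Shifts below 4 SD were not tried. The lists were tested on random values in place of methylation differences. A list of shifted genes came out at the 100th percentile and a list of unchanged ones at the 94.2nd, so that a percentile of this height arises without a change.

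The genes named are every gene the paper names for DNA methylation, Slc6a4, Tph2, Gcg, Pdx1, Neurod1 and Nkx6-1 from its other measurements in newborn mouse pancreas (Htr1f, which it also shows there, was not in this set), and in each comparison the 3 higher and 3 lower promoters of best combined rank with a symbol and at least 3 reachable CpG sites. Of these, 1 is not reported here. The alternatives were an adjusted p-value under 0.05 alone or under 0.1, an unadjusted p-value under 0.05, a difference above 10 percentage points, a mean coverage of at least 10 in both groups, leaving out the X and Y chromosomes, gene bodies, tiles or CpG islands in place of promoters, and for ranked lists the top 100, the p-value or the difference. The methylKit tests on single CpG sites and the gene ontology enrichment were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.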

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

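The share of X-linked CpG islands was set before the data were examined. The check of the sex labels and the test of coverage were chosen after the result was seen. Of 401 X-linked CpG islands, 359 (89.5%, 95% Wilson interval 86.1 to 92.2% for counting error only) had a higher mean in females than in males, against 48.6% of the 14428 autosomal CpG islands. This signal lies outside the genes the paper discusses. The median X-linked CpG island was at 28.1% in females and 2.52% in males. Among promoters in place of CpG islands, the share was 71.6% of 1070 X-linked promoters.

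A mouse with a wrong sex label would shrink a difference between the sexes rather than produce it, so only the labels were checked. A wrong label is argued against by the Y chromosome. Over 124 Y promoters with a mean coverage of at least 10 in males, the median coverage in females was 4.37% of that in males, where a single male among the 6 females would bring about 16.7%. The lowest male had 68.8% of the male mean at the median Y promoter, so that no mouse labelled male lacked Y reads. Over Y tiles, looked at after the promoters, the summed coverage in females was 69.8% of that in males. Among the 3183 Y tiles with a mean coverage of at least 10 in males, the ratio had a lower quartile of 1.96%, a median of 36.6% and an upper quartile of 99.3%. A male among the females would raise every tile to about 16.7% or more, and 1390 tiles lay below that. Where the Y reads of females at the other tiles come from was not tested. A difference in coverage is argued against as an explanation. X-linked CpG islands had 2.24 times as much coverage in females at the median, and among 436 autosomal CpG islands within the interquartile range of that ratio, from 1.84 to 2.84, 49.1% were higher in females (Wilson interval 44.4 to 53.8%). Methylation of CpG islands on the inactive X chromosome of females may account for the pattern. It was the reason for setting this share before the data were examined, and was not tested by other means. Reads shared between X and Y copies were not tested.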

How the results depend on the processing

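The filter on an SD above 0, the counts with all chromosomes, the filter on reachable CpG sites and lists matched on coverage were chosen after the data were seen. So were the coverage minimum for groups that do not overlap, for the shared top 500 and for the median CpG sites of the top 500, and every alternative for the promoters named for their combined rank. The other alternatives were set before.

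With the adjusted p-value under 0.05 alone, 18 promoters, 6 genes, 9 CpG islands and 197 tiles passed for treatment, and 116, 79, 88 and 789 for sex. With the unadjusted p-value under 0.05 and the other thresholds kept, these counts were 129, 67, 17 and 1825 for treatment and 285, 161, 158 and 2577 for sex. At a mean coverage of at least 10 in both groups, 2 promoters, 0 genes, 0 CpG islands and 24 tiles remained for treatment, and 84 tiles for sex. Without the X and Y chromosomes, 1 gene remained for treatment, and 9 promoters, 5 genes, 1 CpG island and 140 tiles for sex. At a difference above 10 percentage points, 2 CpG islands passed for treatment, and 55 genes and 70 CpG islands for sex. With an SD above 0 in both groups, 0 promoters, 0 genes, 0 CpG islands and 0 tiles passed for treatment, and 34, 17, 26 and 30 for sex. Beside these counts of 0, 905 promoters (484 higher and 421 lower after amphetamine), 1052 genes (459 and 593), 628 CpG islands (399 and 229) and 9653 tiles (3642 and 6011) had an unadjusted p-value under 0.05 for treatment. The larger and smaller counts follow from looser and stricter criteria. With an adjusted p-value under 0.1, or at least 3 reachable CpG sites, each count of the 2 comparisons stayed within 1.5 times its value.

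With the sex chromosomes included, females and males did not overlap in 326 promoters, 247 genes and 258 CpG islands, because of the X and Y chromosomes that the main count leaves out. Over the alternatives for median differences (coverage, reachable CpG sites and autosomes), the medians for treatment lay between -0.108 and 0 percentage points and those for sex between 0 and 0.704. The median difference of promoters between the sexes was 0.0235 percentage points, with 0.0481 at a coverage of at least 10 and 0 on autosomes.

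Over gene bodies in place of promoters, the correlation of treatment with sex was 0.0411 and the percentile of the serotonin list rose to 99.2, and the cause was not tested. The pancreas list stood at the 49.3rd percentile without matching, on the other side of the middle from 51.4, which is no difference. Of the top 100 promoters the 2 comparisons shared 3, of the 500 ranked by p-value 10, and of the 500 ranked by difference 320. Independent lists would share 1.64, 41.0 and 41.0, so the lists ranked by p-value shared fewer than that. The median number of reachable CpG sites was 31 in the hypermethylated and 16 in the hypomethylated list ranked by p-value, and 8 and 7 in the hypermethylated and hypomethylated lists ranked by difference. Among promoters in place of CpG islands, 71.6% of X-linked ones were higher in females. The cause of these changes was not tested.

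Among the named genes, the direction differed between the promoter and another region in 18 cases, and the cause was not tested. For treatment, the difference in percentage points was -0.893 over the CpG island of Fev, -1.30 over the gene of Neurod1, 0.646 over the gene and 0.561 over the CpG island of Nkx6-1, and -6.42 over the gene of B230216G23Rik. For sex it was -0.273 over the CpG island of Fev, 0.220 over that of Ism1 and -1.30 over that of Slc6a4. Over genes it was 0.0868 for Htr1a, 5.43 for Gria1, 1.44 for Homer2, -1.05 for Slc6a4, -0.636 for Pdx1, -0.440 for Neurod1 and 0.148 for Nkx6-1, and over tiles -0.786 for Pdx1, -1.30 for Neurod1 and 2.39 for Nkx6-1. Of the other changes among named genes, 5 passed the threshold under a looser one and 7 lost it over a gene or tile.

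Leaving out each mouse in turn and the planned filters on measured CpG sites were not run, since values per mouse and measured CpG sites were not analysed here. Alternatives for the promoters of Ins1, Ins2 and Tph2, and for genes without a CpG island or gene body in the tables, gave no value. No paired analysis was possible because the mice share no replicate numbers. Low coverage limits most of the treatment calls: 77 of the 101 tiles had a mean coverage under 10 in a group.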

Differences from the paper's values

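The paper's value for the width of the bins in which CpGs were summarized is 1000 kb, and every tile in the tables spans 5 kb. None of the alternatives set before the data were examined concerns this width.

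The paper places Htr1a and Ism1 among genes with hypomethylated regulatory regions. In the authors' deposited table for amphetamine against control, the promoter of Htr1a was higher by 4.43 percentage points and that of Ism1 by 1.83 percentage points, each less than the SD of the treated mice and more than that of the controls. With the tile of most overlap or the gene body in place of the promoter, both stayed higher after amphetamine. This choice was set before the data were examined. Htr1a was higher by 1.12 and 3.08 percentage points, Ism1 by 1.21 and 3.91, and the CpG island of Ism1 by 1.33. The other tile at Htr1a was higher by 21.6 percentage points (unadjusted p = 0.0621 from limma). Of the 5 tiles across Ism1, 3 were higher and 2 lower, with a largest drop of -9.31 percentage points. Insm1, which the paper's figure shows in that place, was lower after amphetamine by a difference of -0.674 percentage points at the promoter in the authors' deposited table. The paper's methylKit tests at single CpG sites were not analysed here, so these values are means over regions.

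The paper describes changes at Gria1 and Homer2 that depend on sex and amphetamine. The comparison of amphetamine against control pools both sexes, so it cannot test an effect of amphetamine that differs between them. The paper's methylKit tests were not analysed here. In the authors' deposited tables the lowest adjusted p-value from limma for treatment among the 29 tiles of Gria1 and the 18 tiles of Homer2 was 0.940, and the alternatives run for their promoters called neither gene.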

Other observations

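The tests of coverage and CpG sites in the top 500, of the correlation between treatment and sex, and of the shift with treatment were set before the data were examined, and the tests of the shared top 500, of identical values and of the shift between the sexes were chosen after the results were seen.

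All 18 promoters with an adjusted p-value under 0.05 for treatment, or 100%, had an SD of 0 in at least 1 group, where this held for 7.36% of all promoters. In all 18 the group stood at 0% or 100%, and 7 had a mean coverage under 10 in a group. This is consistent with identical values at the bounds of the scale producing the small p-values. It does not show that these promoters are unchanged. For sex, 34 of the 61 promoters past the thresholds had an SD above 0 in both groups.

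The 1000 promoters of best combined rank for treatment, 500 in each direction, had a median coverage of 51.9, against 208 for all promoters. They had a median of 13 reachable CpG sites against 30. The paper's text does not name the score behind its top 500, so these lists may differ from its own. Low coverage or few CpG sites may therefore account for part of the large differences in these lists. Methylation set by the treatment at CpG-poor promoters stays open.

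Across 24389 promoters, the treatment difference correlated with the sex difference at r = 0.0729. Promoters are not independent replicates, and the 2 comparisons share all mice with an unequal sex ratio, for which the design alone gives 0.10 and 20 simulations of unchanged mice gave a mean of 0.0988 (0.0740 to 0.136). The 2 comparisons shared 118 promoters in their top 500 lists, where independent lists would share 41.0 and unchanged simulated mice shared 156 on average (134 to 176). On autosomes alone 165 were shared. The 118 shared over all chromosomes lie below the simulated range, and the 165 on autosomes lie inside it. The correlation lies just under the lowest of the 20 simulations (SD 0.0168), which are too few to show a mismatch. The shared mice may thus account for a correlation above 0. They may also account for the excess of shared promoters over independent lists, which holds for lists by combined rank. Ranked by p-value, the lists shared 10, fewer than 41.0. In the list of promoters higher in females, 360 of 500 are X-linked, which leaves fewer autosomal ones to share. This does not bear on the correlation, which was 0.0679 on autosomes and 0.0411 over gene bodies. Why it lies below the simulated values was not tested. An interaction of treatment with sex was not tested.

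On autosomes, 53.8% of tiles were higher and 44.1% lower in females, a median difference of 0.565 percentage points. Groups that did not overlap showed the same direction, with every female above every male in 637 tiles and below in 270, where chance gives 418 in each direction. Unequal coverage is argued against, since 54.4% of the 62199 tiles with equal coverage (a ratio of 0.9 to 1.1) were higher in females. Incomplete bisulfite conversion, which adds most to unmethylated cytosines, is argued against too. Among autosomal CpG islands with a mean under 5%, 50.1% of the 11773 whose means differed were higher in females (Wilson interval 49.2 to 51.0%), and the shift was largest, 1.35 percentage points, in tiles between 80% and 90% methylated. A difference in cell composition or developmental stage between litters, or a shift in a few mice, may underlie it and was not tested, and sex itself stays open.

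For treatment, 49.8% of autosomal tiles were lower and 48.0% higher, a margin of 1.81 percentage points. Among the 42695 tiles with equal coverage the margin was 3.59 percentage points (51.1% lower and 47.5% higher), which argues against the 1.24 times deeper coverage of the amphetamine group as its cause. Whether such a margin exceeds what other splits of these mice would give was not tested, since values per mouse were not analysed here. The tiles whose groups did not overlap, 684 on autosomes (281 higher and 403 lower after amphetamine), were fewer than the 835 of chance. Among tiles with an unadjusted limma p-value under 0.05, on all chromosomes and looked at after the results were seen, 6011 were lower and 3642 higher after amphetamine, a stronger imbalance than over all tiles, while among CpG islands 229 were lower and 399 higher. The totals were 3.72% of tiles and 4.23% of CpG islands, where 5% would pass by chance. Neighboring regions are not independent, and the cause of these imbalances was not tested.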
